# Single cell analysis reveals immune cell–adipocyte crosstalk regulating the transcription of thermogenic adipocytes

**DOI:** 10.7554/eLife.49501

**Published:** 2019-10-23

**Authors:** Prashant Rajbhandari, Douglas Arneson, Sydney K Hart, In Sook Ahn, Graciel Diamante, Luis C Santos, Nima Zaghari, An-Chieh Feng, Brandon J Thomas, Laurent Vergnes, Stephen D Lee, Abha K Rajbhandari, Karen Reue, Stephen T Smale, Xia Yang, Peter Tontonoz

**Keywords:** adipocyte, metabolism, cytokine, Mouse

## Abstract

Immune cells are vital constituents of the adipose microenvironment that influence both local and systemic lipid metabolism. Mice lacking IL10 have enhanced thermogenesis, but the roles of specific cell types in the metabolic response to IL10 remain to be defined. We demonstrate here that selective loss of IL10 receptor α in adipocytes recapitulates the beneficial effects of global IL10 deletion, and that local crosstalk between IL10-producing immune cells and adipocytes is a determinant of thermogenesis and systemic energy balance. Single Nuclei Adipocyte RNA-sequencing (SNAP-seq) of subcutaneous adipose tissue defined a metabolically-active mature adipocyte subtype characterized by robust expression of genes involved in thermogenesis whose transcriptome was selectively responsive to IL10Rα deletion. Furthermore, single-cell transcriptomic analysis of adipose stromal populations identified lymphocytes as a key source of IL10 production in response to thermogenic stimuli. These findings implicate adaptive immune cell-adipocyte communication in the maintenance of adipose subtype identity and function.

## Introduction

Adipose tissue plays an important role in the maintenance of energy balance in mammals. A chronic imbalance between energy intake and expenditure increases adiposity and leads to obesity and predisposes to the development of metabolic disease (Rosen and Spiegelman, 2014; Wajchenberg, 2000). White adipose tissue (WAT) is essential for triglyceride (TG) storage, whereas thermogenic brown adipose tissue (BAT) dissipates energy as heat through mitochondrial uncoupling mechanisms including uncoupling protein 1 (UCP1) (Cannon and Nedergaard, 2004; Chechi et al., 2013; Saely et al., 2012). A subpopulation of mature adipocytes in certain WAT depots, known as beige adipocytes, also acquires thermogenic capacity in response to cold or hormonal stimuli. Increasing the activity of thermogenic adipocytes in animal models counteracts the development of obesity and diabetes (Cohen et al., 2014; Harms and Seale, 2013; Song et al., 2016; Villanueva et al., 2013). Therefore, a better understanding of the mechanisms controlling adipose thermogenesis could inform the development of new therapies for metabolic diseases.

In times of metabolic need, white adipocytes mobilize stored lipids through hydrolysis of triglycerides and release of free fatty acid (Zechner et al., 2009). Activation of β-adrenergic receptors (β-ARs) by catecholamines released by the sympathetic nervous system (SNS) is a major physiological inducer of lipolysis and adipose thermogenesis (Bartness et al., 2014; Harms and Seale, 2013; Vitali et al., 2012; Wang et al., 2013). Cold sensation triggers β-AR activation in adipose tissue, resulting in cAMP production and the activation of protein kinase A (PKA) and p38 kinase. These kinases initiate phosphorylation cascades that impinge on C/EBP, ATF, and CREB transcription factors that regulate the expression of gene involved in mitochondrial biogenesis (such as *Ppargc1*) and thermogenesis (such as *Ucp1*) (Harms and Seale, 2013). Adrenergic stimuli induce lipolysis in adipocytes through PKA-dependent phosphorylation of lipases including hormone-sensitive lipase (HSL) and adipose triglyceride lipase (ATGL) (Duncan et al., 2007; Jaworski et al., 2007; Zechner et al., 2009). Free fatty acid (FA) released from adipocytes can be used by peripheral tissues for mitochondrial respiration. The importance of β-AR-dependent lipid mobilization and thermogenesis is underscored by the observations that genetic deletion of β-ARs or adipocyte-specific loss of ATGL causes a drastic reduction in energy expenditure that predisposes mice to obesity (Bachman et al., 2002; Schreiber et al., 2017).

Clearance of catecholamine is critical in terminating β-adrenergic signals, and local catabolism of catecholamine is an established mechanism for negative regulation of adrenergic signaling in adipose tissue (Camell et al., 2017; Pirzgalska et al., 2017; Song et al., 2019). However, our prior studies revealed an unexpected role for IL10 signaling in the inhibition of β-adrenergic signaling and adipose thermogenesis (Rajbhandari et al., 2018). Mice globally-deficient in IL10 expression have enhanced energy expenditure and are protected from diet-induced obesity. We showed that chromatin accessibility at thermogenic genes in subcutaneous adipose tissue was linked to IL10 signaling; however, whether adipocytes themselves are the primary target for the metabolic effects of IL10 in vivo remains to be established. Here, we show that adipocyte-specific deletion of IL10Rα increases adipose adrenergic signaling, recapitulating the effects of whole-body IL10 deletion. Single nuclei transcriptomics of mature subcutaneous adipocytes identified a thermogenic adipocyte subtype that was enriched in IL10Rα-deficient mice. Additionally, single-cell RNA-sequencing (scRNA-Seq) of adipose stromal populations revealed an increase in IL10-producing adaptive immune cells under adrenergic stimulation. These results define an immune-adipocyte axis that plays an important role in the modulation of the adipose adrenergic response.

## Results

### Loss of AdIL10Rα in adipocytes promotes thermogenesis and confers obesity resistance

We previously reported that global IL10-deficient mice have increased energy expenditure and browning of white adipose tissue (Rajbhandari et al., 2018). To definitively determine whether mature adipocytes are the major cellular targets for these metabolic effects of IL10 we generated adipocyte-specific IL10 receptor α-deficient mice (AdIL10Rα KO) by crossing *Il10ra*^FL/FL^ mice to *Adiponectin-Cre* transgenics. Prior published studies have reported that *Adiponectin-Cre* transgenic mice do not present an obvious metabolic phenotype and therefore we chose to use *Cre*-negative floxed mice as the controls for our studies (Kong et al., 2014; Villanueva et al., 2013).

We confirmed loss of IL10Rα in adipocytes from AdIL10Rα KO mice by western blotting (Figure 1A). There was no difference in body weight or food intake between 10 week-old chow-fed AdIL10Rα KO mice and floxed littermate controls (Figure 1—figure supplement 1A and B). However, metabolic cage analysis revealed increased oxygen consumption and energy expenditure in AdIL10Rα KO mice, without changes in locomotion and body mass (Figure 1B and Figure 1—figure supplement 1C). To determine if this difference in energy expenditure was associated with protection against diet-induced obesity, we challenged AdIL10Rα KO with high-fat diet (60% calories from fat). After 8–9 weeks of HFD feeding, both male and female AdIL10Rα KO mice were protected against weight gain compared to floxed littermate controls (Figure 1C,D and Figure 1—figure supplement 1D). MRI analysis of body composition showed that the difference in body weight was entirely due to a change in fat mass (Figure 1E). Consistent with these findings, the inguinal WAT (iWAT) of AdIL10Rα KO mice was visibly redder than that of controls, suggesting increased tissue ‘browning’ (Figure 1F).

**Figure 1.**
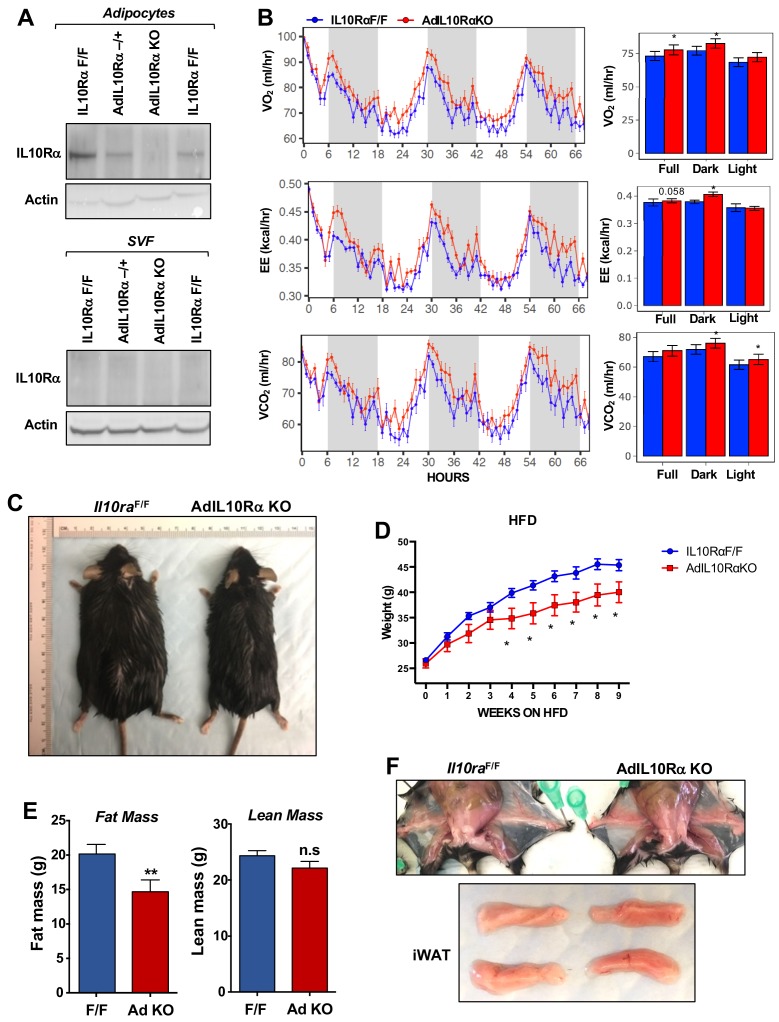
Ablation of IL10Rα in adipocytes increases energy expenditure and protects mice from diet-induced obesity. (**A**) Immunoblot analysis of IL10Rα expression in SVF and adipocyte fractions of iWAT from chow-fed 10 week-old mice. (**B**) Oxygen consumption (VO_2_, ml/hr), energy expenditure (EE, kCal/hr), and carbon dioxide production (VCO2, ml/hr) of chow-fed 10-week-old IL10RαF/F and AdIL10Rα KO mice were analyzed in Columbus Oxymax metabolic chambers (12 hr light/dark cycles, 72 hr total duration, each light/dark bar represents 12 hr duration). N = 9,7. Statistical analysis was performed using ANCOVA. (**C**) External appearance of representative 9 week HFD-fed mice. (**D**) Body weight of mice fed chow diet for 10 weeks and then 60% high-fat diet (HFD) for 9 weeks. N = 13, 7. (**E**) Fat and lean mass of mice in D fed HFD for 6 weeks. (**F**) Internal and gross appearance of iWAT from representative IL10RαF/F and AdIL10RαKO mice. *, p<0.05.

**Figure 1—figure supplement 1.**
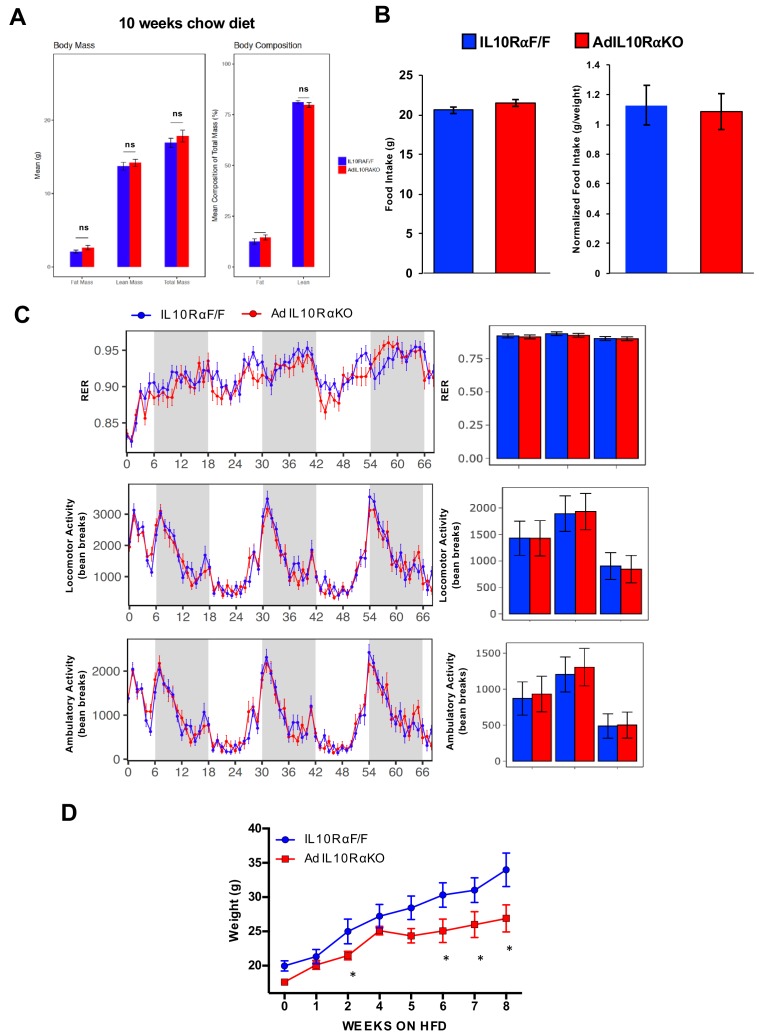
AdIL10Rα KO mice are protected against diet-induced obesity. (**A**) Body mass and composition of 10 week-old chow-fed mice. (**B**) Food intake of chow-fed mice. (**C**) RER, locomotion and ambulatory activity of chow-fed 10-week-old IL10Rα F/F and AdIL10Rα KO mice analyzed by Columbus Oxymax metabolic chambers (12 hr light/dark cycles, 72 hr total duration, each light/dark bar represents 12 hr duration; N = 9,7). (**D**) Body weight of mice fed chow diet for 10 weeks and then 60% high-fat diet (HFD) for 9 weeks. N = 7,5.

To test the influence of the IL10-IL10R axis on adipose adrenergic responses, we exposed AdIL10RαKO and floxed control mice to cold stress (4°C) for 24 hr. Analysis of iWAT gene expression by real-time PCR showed increased expression of *Ucp1*, *Elovl3*, *Ppargc1* and other thermogenic genes, but no change in general adipose markers such as *Fabp4* and *Pparg* in AdIL10Rα KO mice (Figure 2A). Similar results were observed in AdIL10Rα KO mice treated with β3-adrenergic agonist (CL 316,243; CL, 1 mg/kg/day for 4 days; Figure 2B). To gain insight into the global adipose gene expression changes in AdIL10Rα KO mice, we performed RNA-seq on iWAT. We identified 214 genes that were enriched more than 1.5-fold in AdIL10Rα KO mice compared to control mice (presented as a heatmap as a function of percentile expression in Figure 2C). The data revealed a selective increase in the thermogenic gene program in AdIL10Rα KO mice compared to controls. The gene expression differences between AdIL10Rα KO mice and controls were highly consistent with those observed in global IL10-deficient mice compared to WT controls (Rajbhandari et al., 2018), strongly suggesting that the effects of IL10 on adipose tissue gene expression are mediated predominantly through direct action of IL10 on adipose IL10Rα. These data also supporting a specific inhibitory effect of IL10Rα signaling on adrenergic-responsive pathways. We also noted that several genes that were more highly expressed in control mice compared to AdIL10Rα KOs have been linked to negative regulation of thermogenesis. For example, *Cnotl1* and *Brd2* have been reported to negatively regulate the mRNA stability and transcription of UCP1, respectively (Figure 2C) (Takahashi et al., 2015). In support of the calorimetric findings, we found increased mitochondrial respiration in the iWAT of AdIL10Rα KO mice compared to controls by Seahorse assays (Figure 2D).

**Figure 2.**
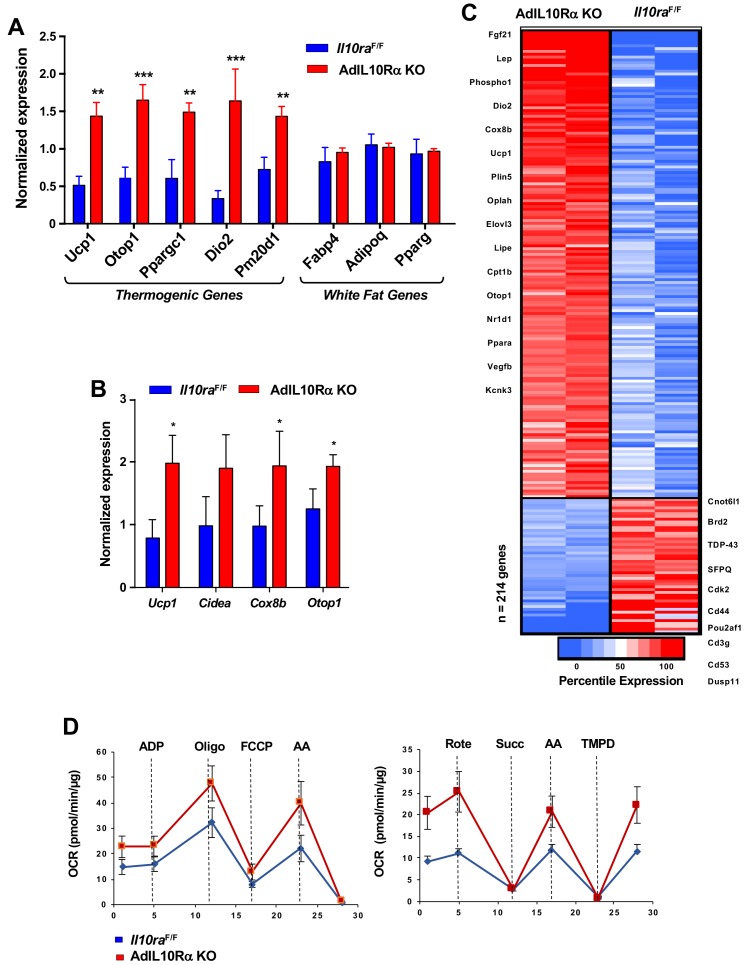
IL10R deficiency promotes adipose tissue browning. (**A and B**) Real-time PCR analysis of gene expression in iWAT from 10 week 24 hr cold-exposed (**A**) or CL 1 mg/kg/day for 4 days; **B**) IL10RαF/F and AdIL10RαKO mice. N = 5,5. *, p<0.05; **, p<0.01; ***, p<0.0001. (**C**) Heatmap representation of genes that changed >1.5 fold (p-value<0.01) as a function of percentile expression by RNA-Seq of iWAT from 10 week-old 24 hr cold-exposed IL10Rα and AdIL10Rα KO mice. Genes are grouped as upregulated (Red) or downregulated (Blue). (**D**) Average oxygen consumption rate (OCR) in coupling (left) and electron flow (right) assays of mitochondria isolated from iWAT of mice in (**A**).

### Identification of thermogenic adipocytes by SNAP-Seq

The data above show that IL10 acts directly on adipocyte AdIL10Rα to regulate the thermogenic gene program in adipocytes. To further dissect the role of the IL10-IL10R axis in regulating the identity and physiology of mature adipocytes, we performed single-cell analyses. As there were no prior reports of single primary adipocyte transcriptomics, we optimized a Single Nuclei Adipocyte RNA sequencing approach (SNAP-seq) for assessing gene expression in mature adipocytes derived from mouse iWAT (Figure 3A and see Materials and methods). The critical step in this procedure is the isolation and purification of adipocyte nuclei which overcomes technical obstacles related to the handling of lipid-laden adipocytes. The single nuclei suspension (n ~ 10,000) was subjected to snRNA-Seq using the 10XGenomics platform, and libraries were sequenced with dedicated 400 million reads per sample (Figure 3A).

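SNAP-seq counts RNA molecules in single nuclei taken from the floating adipocyte fraction of inguinal white fat (iWAT). The data for this stage are the 2 libraries from mice kept at 4 °C for 24 hr, one from floxed control mice and one from AdIL10Rα KO mice, each made from 2 or 3 mice combined. The control library held 2719 nuclei with 2120832 unique molecular identifiers (UMIs, each a tag for 1 captured RNA molecule) and a median of 613 UMIs per nucleus. The KO library held 2392 nuclei with 2150843 UMIs and a median of 692. The authors aligned the reads with Cell Ranger to the mm10 build of the mouse genome, counted reads over exons, kept nuclei with at least 200 genes and at most 10% mitochondrial UMIs, and clustered them with Seurat. They deposited raw UMI counts per gene and nucleus with 1 cluster number per nucleus, drawn from the clustering of all conditions together, so the clusters described here are the 17 of the aggregated data. The paper also gives a number of reads dedicated to each sample. All values here use the deposited UMIs. For each cluster, UMIs were summed per library over its nuclei and over all other nuclei, normalized by TMM and compared with edgeR's quasi-likelihood test with the library as a block. The replicate is the library, not the nucleus. With 2 libraries the p-values rest mostly on variability estimated over all genes together. The 2 libraries also differ in genotype, so the p-values do not measure a spread between repeat libraries. A gene was called a marker at an adjusted p under 0.05, a natural log fold change of at least 0.25 and a UMI in at least 10% of the nuclei of the cluster or of the rest, which are the thresholds of the paper's methods. Because the authors defined the clusters on the same genes, marker tests describe the clusters and do not test that they exist.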

**Figure 3.**
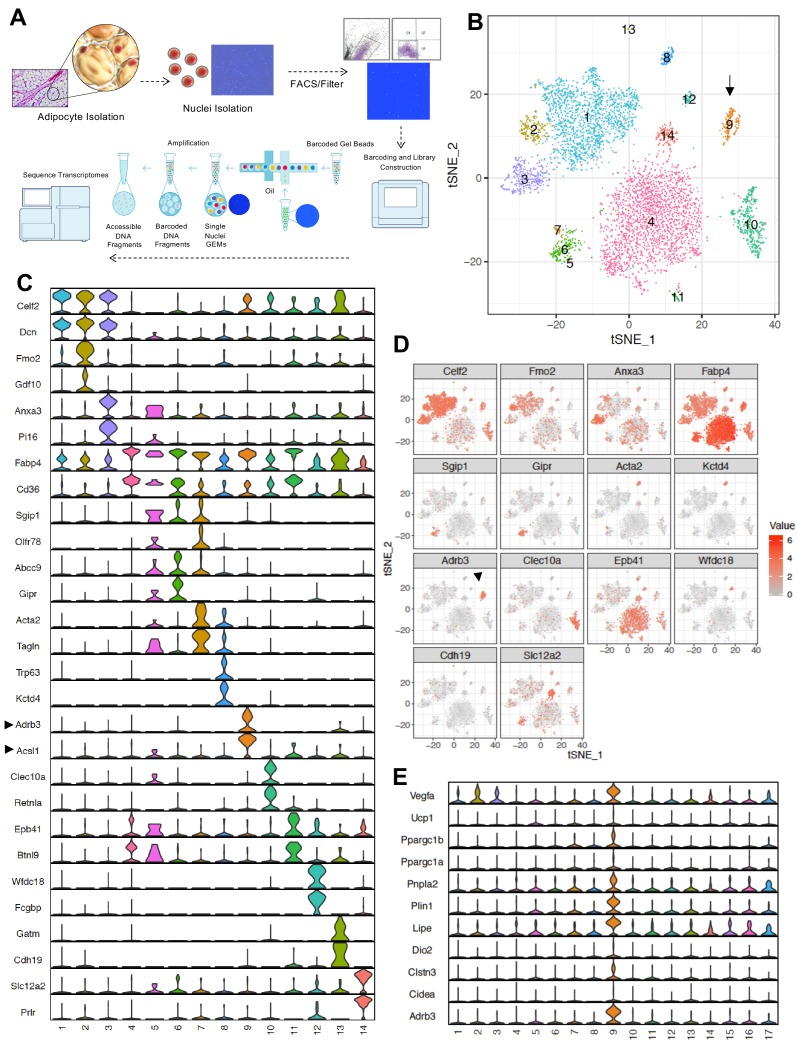
SNAP-seq reveals heterogeneity of tissue adipocytes from iWAT. (**A**) Workflow showing DAPI-stained nuclei pre- and post-FACS/filtration that underwent microfluidic partitioning and library preparation in the 10X genomics platform followed by sequencing using an Illumina HiSeq 4000. (**B**) tSNE-plot showing 14 clusters from ~6000 adipocytes derived from iWAT of mice exposed to cold for 24 hr. Each colored dot is an adipocyte assigned to a cluster based on transcriptomic signature. (**C**) Normalized expression values of the top two adipocyte subtype-specific cluster genes from (**B**) plotted as violin plots with clusters as rows and genes as columns. (**D**) tSNE-plot showing cluster-specific expression of selected marker genes from (**C**). (**E**) Normalized expression values of indicated genes in subtype-specific clusters plotted as violin plots with clusters as rows and genes as columns. Black arrow is pointing toward metabolically active Type nine adipocyte cluster and enriched gene.

**Figure 3—figure supplement 1.**
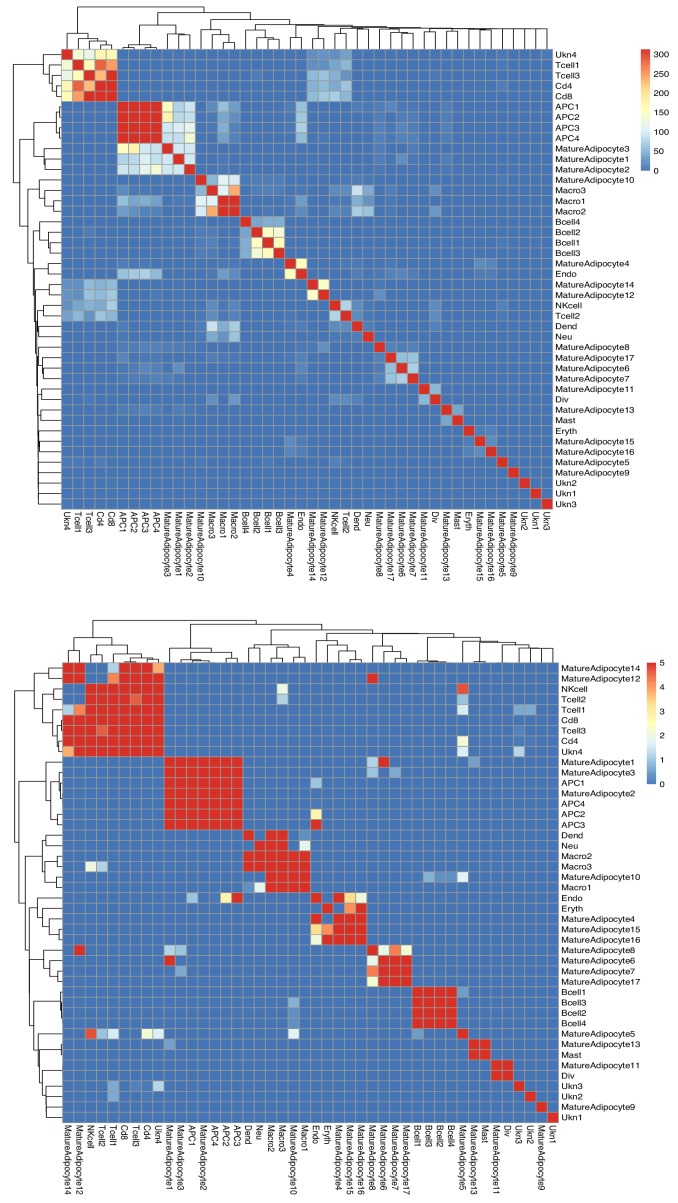
Multimodal analysis of SVF and adipocyte single-cell sequencing data. Hierarchical plot showing correlation of single cell/nuclei gene expression between SVF and adipocyte clusters. Cell types from both mature adipocyte nuclei and SVF single cells were used in this analysis. They were grouped using hierarchical clustering with tiles colored by unadjusted (top) -Log10 Bonferroni adjusted p-values (bottom). Unadjusted (top) and adjusted (bottom) p-values were thresholded to aid in visualization with values less than 10^−5^ set to 10^−5^.

We chose to analyze mice exposed to a 24 hr cold challenge in these initial studies in order to increase our chance of identifying thermogenic adipocyte populations. We used the 10X genomics data processing and analysis platform to generate cell clusters and identities (see Materials and methods). To classify the adipocyte populations based on gene expression, we performed cluster analysis as represented by t-distributed stochastic neighbor embedding (t-SNE) plots. Remarkably, this analysis revealed that the adipocytes from iWAT of chow-fed C57BL/6 mice were highly heterogeneous. 

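All 17 numbered clusters of the deposited annotation had nuclei at 24 hr of cold, and 13 of them had at least 10 nuclei in each library. Cluster 4 was the largest with 1980 of 5111 nuclei (38.7%), followed by cluster 1 with 1447 (28.3%). Cluster 10 held 385 nuclei (7.53%), and cluster 9 held 174 (3.40%, exact 95% interval 2.92 to 3.94). Each of the 13 clusters that could be tested had marker genes. Their numbers ran from 3 in cluster 15 and 5 in cluster 16 to 488 in cluster 4 and 1162 in cluster 14, with 291 in cluster 9. Intervals on shares and on summed counts cover counting error only, here and throughout.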

We were able to distinguish 14 distinct clusters (Figure 3B). The violin plots in Figure 3C further revealed that each cluster also uniquely express marker genes that were preferentially expressed in individual cluster. 

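Most of the marker genes plotted in Figure 3C were concentrated in a single cluster at 24 hr of cold. Pi16, a gene of fibroblast-like progenitors, was higher in cluster 3 than in the other nuclei by a log2 fold change of 6.32. Gdf10 led in cluster 2 (log2 fold change 4.76), and the macrophage genes Clec10a (6.95) and Retnla (6.76) led in cluster 10. The epithelial genes Trp63 (7.95) and Kctd4 (10.32) led in cluster 8, and Wfdc18 (8.17) and Fcgbp (8.37) in cluster 12. The pericyte gene Gipr had a log2 fold change of 6.74 in cluster 6, where Abcc9 was at 5.00. Other plotted genes were shared between clusters. Acta2, the smooth muscle actin, stood at 6.48 in cluster 7 and 4.53 in cluster 8, and Dcn, a fibroblast matrix gene, at 2.16 in cluster 1 and 1.96 in cluster 2. Fabp4 had its largest difference in cluster 4 (2.89), yet it had a UMI in 55.7% of the nuclei outside that cluster against 97.9% within it. These fold changes are from edgeR, with 1 sum per library for the cluster and 1 for the rest.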

The tSNE-plot in Figure 3D further show localized expression of genes in particular cluster. Among all the clusters, we noticed a high enrichment of genes involved in fatty acid metabolism such as *Adrb3* and *Acsl1* in cluster 9. Furthermore, genes encoding β3-AR, HSL, and ATGL were highly overrepresented in this cluster, as were a variety of beige/brown adipocyte markers (Figure 3E). 

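Adrb3, which encodes the β3-adrenergic receptor, and Acsl1, which encodes a long-chain acyl-CoA synthetase, were among the genes that most set cluster 9 apart at 24 hr of cold. Adrb3 stood at 1139 ± 413 CPM (summed UMIs normalized to library size, SD, n = 2 libraries) in cluster 9 and at 3.88 in all other nuclei, a log2 fold change of 8.30 (standard error 0.35, adjusted p = 1.9e-119 from edgeR's quasi-likelihood test). It had at least 1 UMI in 47.7% of cluster 9 nuclei and in 0.324% of the rest. Acsl1 stood at 5016 ± 288 CPM (SD, n = 2 libraries) against 68.4, a log2 fold change of 6.33 (standard error 0.22, adjusted p = 6.8e-172 by edgeR), with a UMI in 87.4% of cluster 9 nuclei and 4.76% of the rest. Adrb3 lies on chromosome 8 of GRCm38 from 27225776 to 27250616 on the minus strand, and Acsl1 on the same chromosome from 46471037 to 46536051 on the plus strand. Of 11 adipocyte marker genes listed before the data were examined, 9 were markers of cluster 9.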

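The lipolysis genes Lipe and Pnpla2 and the lipid droplet gene Plin1 were higher in cluster 9 than in the other nuclei at 24 hr of cold. Of 34 thermogenic genes, the 14 that passed the filter on low counts included 7 that were higher there (7 when adjusted over the list alone) and 3 markers. Lipe, which encodes hormone-sensitive lipase (HSL), stood at 2654 ± 423 CPM (SD, n = 2 libraries) against 141 in the other nuclei, a log2 fold change of 4.37 (standard error 0.21). Pnpla2, which encodes adipose triglyceride lipase (ATGL), had a smaller difference, 756 against 159 CPM (log2 fold change 2.38, standard error 0.25), and a UMI in 42.0% of cluster 9 nuclei and 11.3% of the rest. Plin1, the lipid droplet coat gene, had a log2 fold change of 6.81 (standard error 0.29), the angiogenic factor Vegfa 2.62 (0.25) and Clstn3 5.25 (0.65). All 5 genes were called markers of the cluster. The thermogenic coactivators Ppargc1a (4.63, standard error 0.86) and Ppargc1b (4.08, 0.86) were also higher in cluster 9, but with a UMI in 4.02% and 3.45% of its nuclei they missed the detection threshold for a marker. Ucp1, Dio2 and Cidea had too few UMIs in these 2 libraries to pass the filter on low counts. From this expression profile, the paper proposes that Type 9 cells are highly metabolically active and may be beige adipocytes.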

The gene expression profile of Type nine adipocytes was indicative of a highly metabolically active population whose characteristics were potentially consistent with thermogenic ‘beige’ adipocytes.

To address the possibility that contaminating stromalvascular cells might have given rise to one or more of these clusters we performed a Fisher’s exact test between pairwise sets of cell type marker genes (determined by unadjusted and adjusted p-value<0.05) to find cell types that had substantial overlaps in their marker genes (denoting transcriptional similarity). Cell types from both mature adipocyte nuclei and stromal vascular fraction (SVF) single cells were used in this analysis and they were grouped using hierarchical clustering with tiles colored by -Log10 Bonferroni adjusted p-values. Adjusted p-values were thresholded to aid in visualization with values less than 10^−5^ set to 10^−5^. As shown in the diagonal correlation in Figure 3—figure supplement 1, we did not find high degree of transcriptional similarity between SVF and adipocyte clusters (top). However, under stringent p-value adjustment, the transcriptomic state of adipocyte clusters 12 and 14 correlated with markers of adaptative immune cells (bottom). Thus, we cannot exclude the possibility that clusters 12 and 14 may be contaminated with immune cells.

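By the same Fisher's exact test on summed counts, the markers of nearly every nuclei cluster overlapped with those of some stromal vascular (SVF) cell type, and cluster 9 was the exception. Of 442 pairs of a nuclei cluster and an SVF cell type, 71 passed an adjusted p of 0.05, and 16 of the 17 nuclei clusters had at least 1 match. Cluster 4 matched endothelial cells (235 shared markers, 119 expected, Bonferroni-adjusted p = 3.9e-69 from Fisher's exact test, one-sided), cluster 3 the adipocyte precursor cluster APC2 (325 shared, 170 expected, adjusted p = 5.4e-93), and cluster 10 the macrophage cluster Macro1 (331 shared, 218 expected, adjusted p = 1.1e-51). Clusters 1 and 2 matched best with APC3 and APC4, cluster 11 with dividing cells (159 shared, 35 expected, adjusted p = 2.1e-95 by the same exact test) and cluster 5 with NK cells (51 shared, 12.5 expected, adjusted p = 1.1e-24). Clusters 12 and 14 matched best with the T cell cluster Tcell1, with 66 shared markers against 21.7 expected (exact test, adjusted p = 5.1e-23) and 89 against 48.1 (adjusted p = 4.7e-12). No SVF cell type carries an epithelial name, so the best match does not identify these clusters. In the same data of all conditions both were led by a list of mammary luminal epithelial genes. For cluster 9 the best pair was with neutrophils, whose 5 markers in the common background were all shared (1.62 expected, exact test, unadjusted p = 0.0034, adjusted p = 1). With markers limited to a log2 fold change of at least 1, cluster 9 overlapped with 3 SVF cell types, the best of them dendritic cells (20 shared, 6.71 expected, exact test, adjusted p = 0.000382). The nuclei and SVF cells are separate preparations, the background was the genes that passed the filters in both, and of 27 SVF names the mast cells were too few to test. From its own map of these tests, the paper reasons that immune cell contamination of clusters 12 and 14 cannot be excluded.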

### Identification of a cold-responsive thermogenic ‘beige’ adipocyte population by SNAP-seq

To further test the hypothesis that Type nine adipocytes were the thermogenic beige population, we subjected mice to different thermogenic conditions, including cold stress (4°C) for 24 hr, 48 hr, and 4 days, or treated them with CL for 4 days (1 mg/kg/day). We then performed SNAP-seq on adipocytes derived from iWAT as described above. We performed unbiased aggregated clustering of the processed data for all the conditions as a tSNE-plot (Figure 4A). 

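The aggregated data comprise 10 SNAP-seq libraries, 1 from floxed control and 1 from AdIL10Rα KO mice at room temperature (RT), at 24 hr, 48 hr and 4 days of cold, and after 4 days of the β3-adrenergic agonist CL. Each library combined 2 or 3 mice of 10 weeks. Control and KO libraries held 4574 and 3139 nuclei at RT, 6142 and 5834 at 48 hr, 8828 and 7640 at 4 days, and 6626 and 4879 under CL. Their UMI totals were 4297975 and 2338734 at RT, 6196648 and 4555935 at 48 hr, 8736802 and 7622686 at 4 days, and 6199470 and 4984332 under CL. Median UMIs per nucleus ranged from 571 in the KO library at 48 hr to 804 in the KO library under CL. For the effect of treatment in cluster 9, UMIs were summed over its nuclei in each library and fitted with edgeR's quasi-likelihood model with terms for genotype and treatment. A treatment therefore has the 2 genotypes as its only repeats, and the fit has 4 residual degrees of freedom. The sums for cluster 9 held 849425 and 564722 UMIs at RT, 59014 and 87367 at 24 hr, 481536 and 223224 at 48 hr, 1246204 and 1631040 at 4 days, and 1834820 and 1379214 under CL, in control and KO mice. The test covered the 8533 genes that passed the filter on low counts.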

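The deposited data hold 52773 nuclei with 49204257 UMIs in 17 clusters. Cluster 4 had 26384 nuclei (50.0%), cluster 1 had 7072 (13.4%), cluster 9 had 6982 (13.2%) and cluster 10 had 2655. The smallest, cluster 17, had 191. Depth differed between clusters, with a median of 614 UMIs per nucleus in cluster 4, 904 in cluster 9 and 2721 in cluster 14. The number of marker genes ran from 17 in cluster 16 to 2009 in cluster 14, with 850 in cluster 9 out of 12394 genes tested. Without the 5% of nuclei with the most UMIs in each library, cluster 14 had 375 markers and cluster 17 had 120 in place of 481.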

The aggregated cluster represents ~54,000 cell and allows us to confidently assign biological function to each cluster. Hence, to infer the biological properties of the cells in each cluster, we performed cell-type pathway enrichment analysis (Gene ontology (GO), KEGG, Reactome, and BIOCARTA) (Supplementary file 1) using enriched genes in each cluster based on false discovery rate (FDR) set at <0.05. This analysis revealed that different adipocyte subtypes express distinct genes with important roles in adipose tissue development, insulin signaling, hypoxia signal, inflammation, lipid synthesis and transport, angiogenesis, myogenesis, hormone responses, mitochondrial respiration, and fatty acid metabolic process (shown in Supplementary file 1). Type one adipocytes appeared to represent classical adipocytes and they expressed genes associated with adipose development, lipid responses, the insulin pathway, and response to corticosteroids (e.g. *Fto, Vldlr, Insr, Apod, Klf9, Sh3pxs2b*); Type three adipocytes were enriched for genes involved in blood vessel morphogenesis and angiogenesis; both Type 3 and 14 adipocytes were enriched for genes involved glycolysis. 

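Marker lists written before the data were examined gave clusters 1, 2 and 3 the genes of adipocyte precursors and fibroblasts, with 11, 12 and 12 of 14 list genes as markers. Of the 6 genes that the paper names for Type 1 cells, 5 were markers of cluster 1. Sh3pxd2b was higher than in the other nuclei by a log2 fold change of 2.99, Vldlr, a lipoprotein receptor, by 2.47, Apod by 2.16, Klf9 by 2.01 and Fto by 1.15. Apod was higher still in cluster 2, at 3.05. Insr, the insulin receptor, had a log2 fold change of 0.18 in cluster 1 (adjusted p = 0.27 from edgeR's quasi-likelihood test) and of 1.28 in cluster 9, where it was a marker. For cluster 3, 2 of 19 tested angiogenesis genes and 0 of 16 tested glycolysis genes were markers. Cluster 4, in which 14 of 15 endothelial genes were markers, had 8 of 19 angiogenesis genes, and cluster 14 had 6 of 17 glycolysis genes. Cluster 9 also had 6 of 17 glycolysis genes.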

Type 6 and 7 adipocytes were enriched for genes involved in muscle metabolic process and myogenesis; Type 10 adipocytes were enriched for genes involved in the immune response; Type 11 adipocytes were enriched for cell cycle genes; Type 14 adipocytes were enriched for genes involved in mitochondrial ATP synthesis and respiration. 

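Muscle contraction genes were markers chiefly of clusters 7, 17 and 8, with 11 of 13, 10 of 12 and 9 of 13 list genes, and 4 of 12 in cluster 6, where 10 of 12 were higher than in the other nuclei (10 over the list alone, median log2 fold change 1.80). Cluster 6 was led by the pericyte list, 7 of 8 genes. Cluster 10 was led by the macrophage list, 10 of 13 genes, and cluster 11 by the list of proliferating cells, 7 of 7, with Mki67 (log2 fold change 7.21) and Prc1 (6.68) among them and 16 of 25 cell cycle genes. In cluster 14, 36 of 74 nuclear-encoded genes of oxidative phosphorylation were markers, as were 34 of 34 ribosomal protein genes, and the cluster was led by the mammary luminal list with 9 of 14 genes. In cluster 9, 9 of 74 oxidative phosphorylation genes were markers, which need a UMI in 10% of nuclei, at a median depth of 904 UMIs against 2721 in cluster 14. Without that threshold 46 were higher and 4 lower in cluster 9 (46 and 4 over the list alone, median log2 fold change 0.61), and 42 higher and 7 lower in cluster 14 (42 and 7, median 0.42). Cluster 12 shared the ribosomal (33 of 34) and mammary luminal (10 of 14) genes, and cluster 8 had 6 of 7 mammary basal genes. Marker numbers of clusters 14, 12 and 11 depend on the nuclei of highest depth, and fell to 375, 314 and 194 without the top 5% of each library.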

Some adipocyte clusters displayed more commonality in gene expression with others and shared similar biological process, such as the abundant Type 1, 2, 3 and 7, 6 and 17 adipocytes (Supplementary file 1).

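The clusters that shared a leading list were 1, 2 and 3 (adipocyte precursors and fibroblasts), 4 and 15 (endothelial, 14 of 15 genes in each), 7 and 17 (smooth muscle, 5 of 7 in each), and 12 and 14 (mammary luminal). Cluster 16 was led by erythroid genes (6 of 7), which cluster 15 also had (4 of 7), and cluster 13 by Schwann cell genes (4 of 7), with Cdh19 at a log2 fold change of 7.94. Cluster 5 had Gimap3 at 6.84 and Arhgap45 at 4.66, the latter also at 4.84 in cluster 10. Endothelial Gpihbp1 and Car4 had log2 fold changes of 2.79 and 2.69 in cluster 4, and of 0.81 and 1.13 in cluster 15. Of the 17 clusters, cluster 9 alone was led by adipocyte genes, with 10 of 11 list genes as markers against at most 2 in any other.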

**Figure 4.**
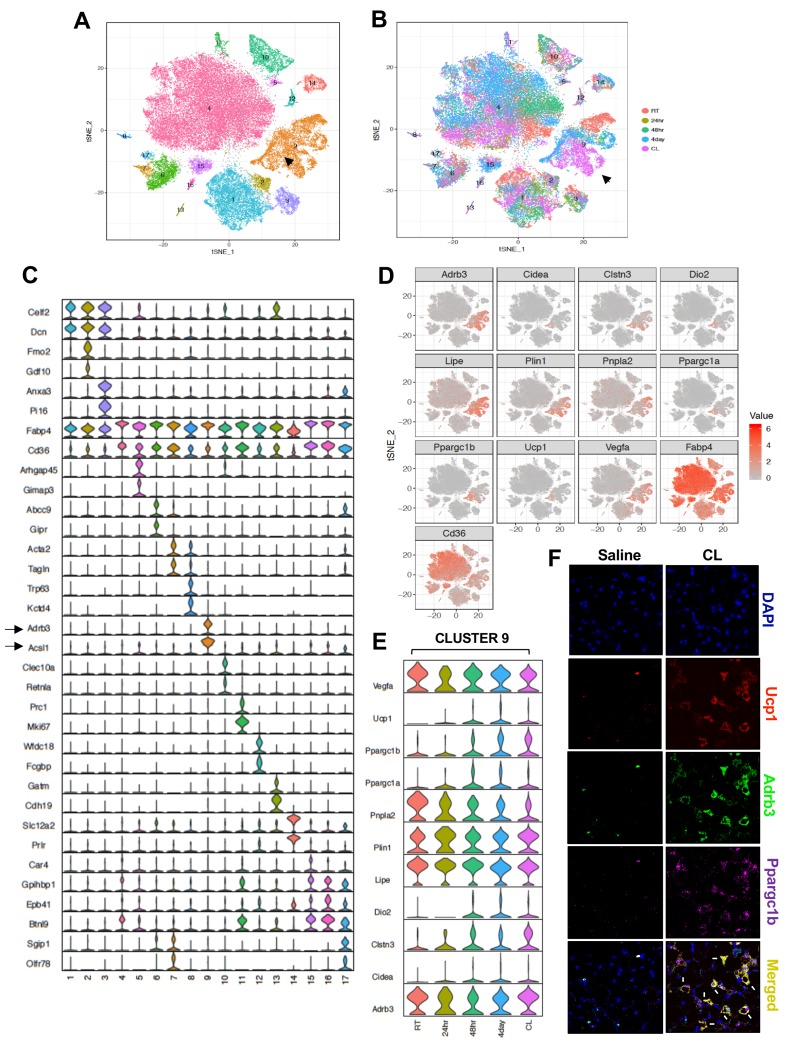
Transcriptomic visualization of thermogenic adipocytes in iWAT. (**A**) Aggregated tSNE-plot showing 17 clusters from ~54,000 adipocytes derived from iWAT of mice at RT, cold-exposed (24 hr, 48 hr, and 4 days), or treated with CL for 4 days at 1 mg/kg/day. Each colored dot is an adipocyte that falls into a cluster based on transcriptomic signature. (**B**) tSNE-plot showing indicated treatment-dependent sub-clustering of aggregated clusters shown in (**A**). Black arrow indicates the Type nine adipocyte cluster. (**C**) Normalized expression values of the top two adipocyte subtype-specific cluster genes from (**A and B**) plotted as violin plots with clusters as rows and genes as columns. (**D**) tSNE-plot showing distribution of indicated genes from adipocytes from (**A**). (**E**) Normalized expression values of indicated genes in the Type nine adipocyte cluster under different treatment condition plotted as violin plots with treatment conditions as rows and genes as columns. (**F**) RNAScope FISH (see Materials and methods) of indicated probes from iWAT of mice treated with saline or CL for 4 days at 1 mg/kg/day.

**Figure 4—figure supplement 1.**
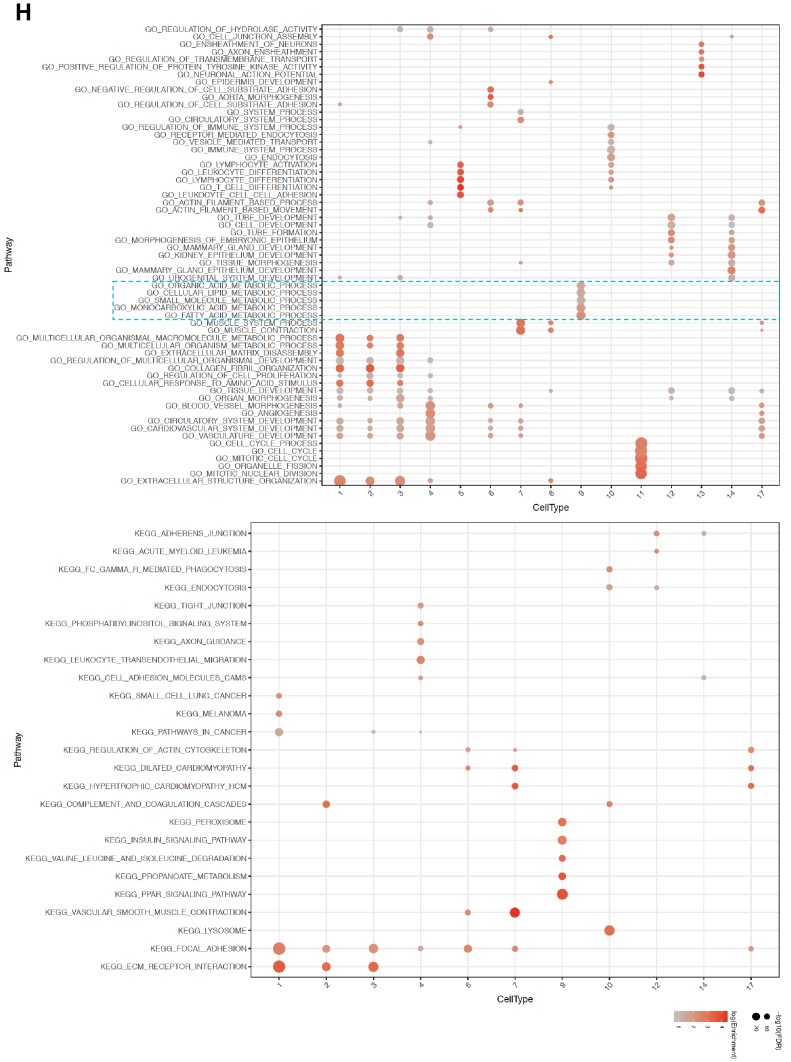
Enrichment of cells involved in lipid mobilization in Cluster nine adipocytes. (**A and B**) Gene set pathways obtained from GO Biological Processes and KEGG were used to find the functions of the different cell types. The top five enriched pathways determined by FDR from each cell type cluster were selected (from Supplementary file 1) and only unique pathways were kept (some top enriched pathways were shared across cell type clusters). Enriched pathways (rows) were clustered with hierarchical clustering. The size of each dot represents the -log10 FDR of the pathway enrichment and the color of each dot corresponds to the fold enrichment of each pathway (red- higher enrichment, gray- lower enrichment). Dotted blue squares highlight pathways enriched in cluster 9.

**Figure 4—figure supplement 2.**
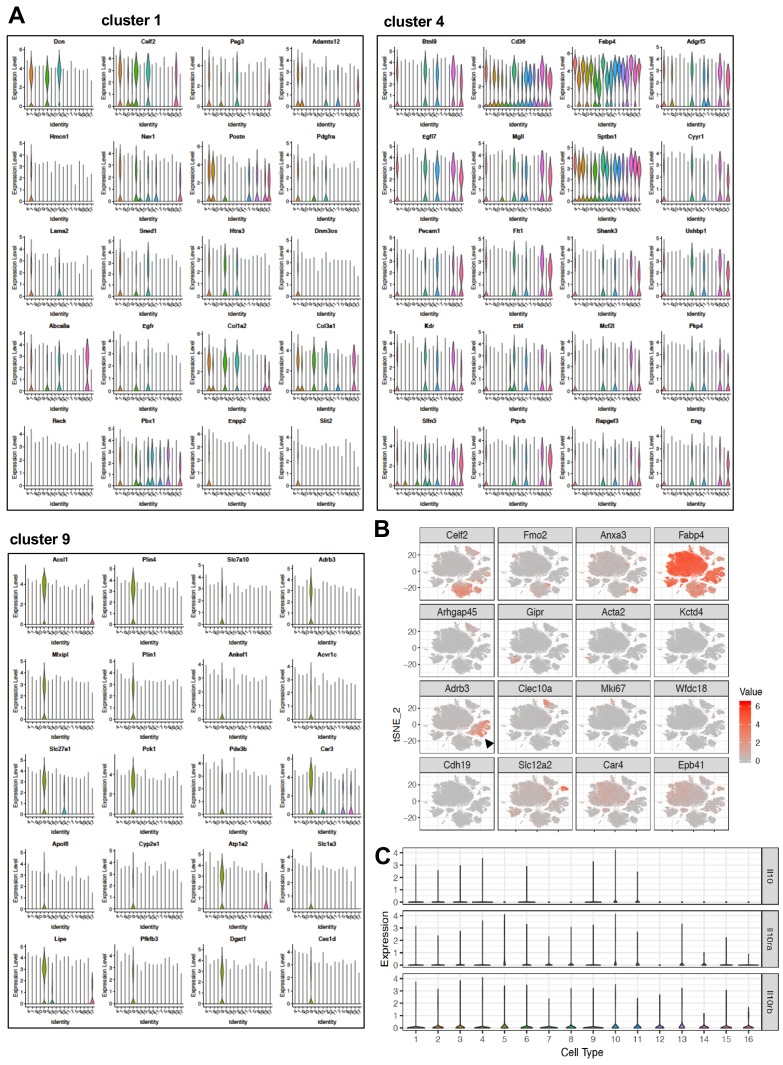
Type nine cluster constitute of thermogenic adipocytes. (**A**) Normalized expression values of top adipocyte subtype-specific major clusters (1, 4, and 9) genes from Figure 4A plotted as violin plots with clusters as rows and expression levels of genes as columns. (**B**) tSNE-plot showing cluster-specific expression of selected marker genes from aggregated tSNE-plot in Figure 4A. Black arrow indicates Type nine cluster. (**C**) Normalized expression values of indicated genes plotted as violin plots with clusters as rows and expression levels of genes as columns.

The top five enriched pathways determined by FDR from each cell type cluster were selected (from Supplementary file 1) and only unique pathways were kept (some top enriched pathways were shared across cell type clusters). Enriched pathways (rows) were clustered with hierarchical clustering. The size of each dot represents the -log10 FDR of the pathway enrichment and the color of each dot corresponds to the fold enrichment of each pathway (red- higher enrichment, gray- lower enrichment). In Figure 4—figure supplement 1, we report the top five scoring pathways for each cell type cluster across all pathway sources (Figure 4—figure supplement 1A) or from KEGG pathways (Figure 4—figure supplement 1B). Overall, the most striking cluster was the Type nine adipocytes. Pathways enriched for triglyceride and neutral lipid catabolism, hormone-sensitive lipase (HSL)-mediated triglyceride hydrolysis and PPARα signaling were particularly enriched in type nine cluster.

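Genes of fat storage and fat use were concentrated in cluster 9. Among its markers were 12 of 21 tested genes of lipolysis, 19 of 25 of lipogenesis, 17 of 22 general adipocyte genes and 14 of 24 of fatty acid oxidation. In the other clusters, lipolysis reached at most 4 markers, in cluster 4, and fatty acid oxidation at most 2, in cluster 14. Plin1 had a log2 fold change of 4.74 and Pnpla2, the first lipase of triglyceride breakdown, of 2.62 (871 against 164 CPM, means of 10 libraries). The 5 named genes with the largest difference were Ctcflos (5.66), Tenm4 (5.62), Ankef1, the lipogenic transcription factor Mlxipl (5.42) and the amino acid transporter Slc7a10 (5.40). Ctcflos is annotated as an antisense gene, so its reads may come from its partner. Of the 850 markers of cluster 9, 431 were higher than in the other nuclei in every library.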

Among all clusters (1-17), we noticed a very distinct sub-clustering of Type nine adipocytes, with a gradient of adipocyte subtypes in this population from room-temperature (RT) housed mice (top-RED), to mice exposed to cold for 4 days (Middle-Blue), to mice treated with CL (Bottom-Pink) (Figure 4B). 

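Within cluster 9, the fewest genes were called against RT at 24 hr of cold and the most at 4 days and under CL, where the numbers were similar. Of 8533 genes tested, 418 changed at 24 hr of cold (132 higher, 286 lower), 1362 at 48 hr (671 higher, 691 lower), 2631 at 4 days (1304 higher, 1327 lower) and 2707 under CL (1360 higher, 1347 lower), at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Nnat, which encodes neuronatin, fell by 4.22 on the log2 scale at 24 hr, by 3.59 at 48 hr, by 5.59 at 4 days and by 9.40 under CL, and Gas6 fell by 7.17 under CL. Gk, which encodes glycerol kinase, rose by a log2 fold change of 4.04 at 4 days and 4.56 under CL, Plin5 by 5.25 and 4.91, and Ppara, the fatty acid-sensing nuclear receptor, by 4.12 and 4.64. Complement C4b and haptoglobin (Hp) fell under each treatment, by 4.19 and 4.53 under CL. Fewer cluster 9 nuclei were captured at 24 hr than at any other time, with 59014 and 87367 UMIs (control and KO) against 1246204 and 1631040 at 4 days. On simulated counts the test recovered 17.5% of genes changed 4-fold at 24 hr and 93.7% under CL, with 4 of 17 and 8 of 96 calls at genes that had not been changed, so the numbers called do not rank the treatments by the size of the change. The counts also rest on single libraries. Without the KO library of the time, 153 genes were called at 24 hr and 1434 at 4 days, and without the control library of the time 171 were called at 24 hr, 554 at 48 hr and 1451 under CL. Without the KO library at RT, 903 were called at 48 hr, 1522 at 4 days and 1772 under CL.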

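Adrb3, Lipe and Acsl1 had higher expression in cluster 9 than in the other nuclei in each of the 10 libraries. Adrb3 stood at 1366 ± 390 CPM (SD, n = 10 libraries) against 48.2, with a UMI in 63.3% of cluster 9 nuclei and 3.97% of the rest (log2 fold change 5.52, standard error 0.27, adjusted p = 3.3e-17 from edgeR's quasi-likelihood test). Lipe stood at 2309 ± 629 CPM (SD) against 212, with a UMI in 82.0% against 16.2% of nuclei (log2 fold change 3.76, standard error 0.15). Acsl1 stood at 4947 ± 1757 CPM (SD) against 171, with a UMI in 86.4% against 14.4% (log2 fold change 5.27, standard error 0.19). In no other of the 17 clusters did any of the 3 genes exceed its level in the remaining nuclei. Since those nuclei include cluster 9, such a result was nearly fixed in advance. The highest of these log2 fold changes were in cluster 15 for Adrb3 (-1.97) and Acsl1 (-1.94) and in cluster 4 for Lipe (-0.62). They do not rank the clusters by level. In UMIs summed over all libraries, Adrb3 stood at 1500 CPM in cluster 9 and next at 81.1 in cluster 15. Lipe stood at 1976 CPM in cluster 9 and next at 334 in cluster 16, 321 in cluster 15 and 303 in cluster 4. Lipe lies on chromosome 7 of GRCm38 from 25379527 to 25398710 on the minus strand.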

Consistent with the data in Figure 3, the genes encoding β3-AR, HSL, ACSL1 were selectively enriched in the Type nine cluster (Figure 4C and Figure 4—figure supplement 2A,B). 

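The thermogenic genes Ppargc1b, Ppargc1a, Dio2, Ucp1 and Cidea were higher in cluster 9 than in the other nuclei in the fit over the 10 libraries. Ppargc1b and Ppargc1a had log2 fold changes of 5.17 (standard error 0.22) and 5.07 (0.19), with a UMI in 28.8% and 14.5% of cluster 9 nuclei, and both were higher in all 10 libraries. Dio2, which encodes the enzyme that activates thyroid hormone, stood at 4.81 (standard error 0.24), with a UMI in 10.6% of nuclei. Ucp1, the uncoupling protein of brown and beige mitochondria, stood at 84.4 CPM against 10.4 in the other nuclei, a log2 fold change of 3.55 (standard error 0.22, adjusted p = 5.3e-14 from edgeR's quasi-likelihood test) and was higher in 7 of 10 libraries. Cidea, a lipid droplet protein, had a log2 fold change of 3.99 (standard error 0.20) and was higher in 9 of 10. With UMIs in 8.06% and 5.97% of cluster 9 nuclei, Ucp1 and Cidea missed the detection threshold for a marker. In all, 9 of 29 tested genes of the thermogenic list were markers of cluster 9. Ucp1 lies on chromosome 8 of GRCm38 from 83290352 to 83298452 on the plus strand and Cidea on chromosome 18 from 67343604 to 67367785 on the plus strand.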

The tSNE-plot in Figure 4D reveals localized expression of thermogenic genes in cluster 9. Cluster nine adipocytes from CL- and cold-treated mice showed expression of markers of brown genes such as *Ucp1, Ppargc1a, Cidea, Dio2,* whereas *Adrb3, Lipe, Vegfa, Pnpla2* were expressed by most of the adipocytes in cluster 9 regardless of thermogenic stimuli (Figure 4D). 

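The brown fat genes Ucp1 and Dio2 were higher in cluster 9 at 4 days of cold and under CL than at RT, Ucp1 also at 48 hr, and the lipolysis genes were present under all conditions, with Pnpla2 falling under each stimulus. Ucp1 had 0 UMIs in both RT libraries, then stood at 75.6 and 150 CPM (control and KO) at 48 hr, 209 and 170 at 4 days, and 94.5 and 115 under CL. Against the 3 counts that 0 UMIs allow over both RT libraries together, it was at least 47.5-fold higher at 48 hr, 90.6-fold at 4 days and 48.4-fold under CL. Dio2 rose from 1.25 and 6.05 CPM at RT to 342 and 259 at 4 days (log2 fold change 6.53, standard error 0.42), and to 142 and 130 under CL (5.39, 0.46). At 24 hr, Ucp1 had 17.0 CPM in the control library and 0 in the KO library, and Dio2 had 0 in both, at a depth too low to tell whether they had risen by then. Pnpla2 fell from 2034 and 2084 CPM at RT to 783 and 783 at 24 hr, 662 and 728 at 48 hr, 466 and 607 at 4 days, and 409 and 528 under CL, a log2 fold change of -2.15 (standard error 0.24, adjusted p = 6.9e-13 from edgeR's quasi-likelihood test) for CL. Vegfa fell at 24 hr (log2 fold change -0.96, standard error 0.28, adjusted p = 0.0219 by edgeR) and under CL (-0.66, 0.24, adjusted p = 0.0273). The fall of Vegfa at 24 hr was not called without the control library at RT (-0.64) or without the control library of that time (-0.46), nor the fall under CL without the control RT library (-0.35) or with either CL library left out.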

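Genes of heat production and of mitochondrial respiration rose together in cluster 9 under 48 hr of cold, 4 days of cold and CL. Of 25 tested thermogenic genes, 20 were higher and 1 lower at 48 hr (21 and 1 when adjusted over the list alone), 21 were higher and 1 lower at 4 days (21 and 2 over the list alone), and 21 were higher and 1 lower under CL (21 and 1). At 24 hr, 1 was higher and none lower. With the genes absent at RT set at their lower bound, the median log2 fold change of the list was 3.12 at 48 hr, 3.6 at 4 days and 2.65 under CL. Of 72 nuclear-encoded oxidative phosphorylation genes, 46 rose at 48 hr, 58 at 4 days and 59 under CL (51, 62 and 62 when adjusted over the list alone), and of 23 fatty acid oxidation genes 12, 14 and 19 rose (14, 15 and 20). The list test fry, which asks whether a list moves one way on balance, gave adjusted p-values of 0.0008, 0.0012 and 0.0013 for the thermogenic list and 0.0056, 0.0012 and 0.0012 for oxidative phosphorylation. Ppargc1a rose from 27.6 and 18.1 CPM at RT (control and KO) to 452 and 428 at 4 days and 263 and 238 under CL, log2 fold changes of 4.24 (standard error 0.30, adjusted p = 5.4e-24 from edgeR's quasi-likelihood test) and 3.42 (0.30, adjusted p = 4.5e-18). Ppargc1b rose from 159 and 90.7 CPM to 483 and 551 and to 591 and 586 (log2 fold changes of 2.02 and 2.20). Cidea rose from 1.25 and 2.02 CPM to 110 and 118 and to 81.3 and 73.6 (6.08 and 5.52). In the same nuclei at 4 days, 12 of 15 endothelial genes were also higher (13 over the list alone), and 8 of 12 genes of adipocyte precursors and 8 of 11 adipocyte markers were lower (8 and 9 over the list alone). Ribosomal protein genes also rose at 48 hr, 4 days and under CL, and mitochondrially encoded transcripts under CL. Whether carried-over cytoplasm adds to the rise of the respiration genes was not tested. Without the control library at 48 hr, 14 oxidative phosphorylation genes were called at that time.

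**Figure D1:**
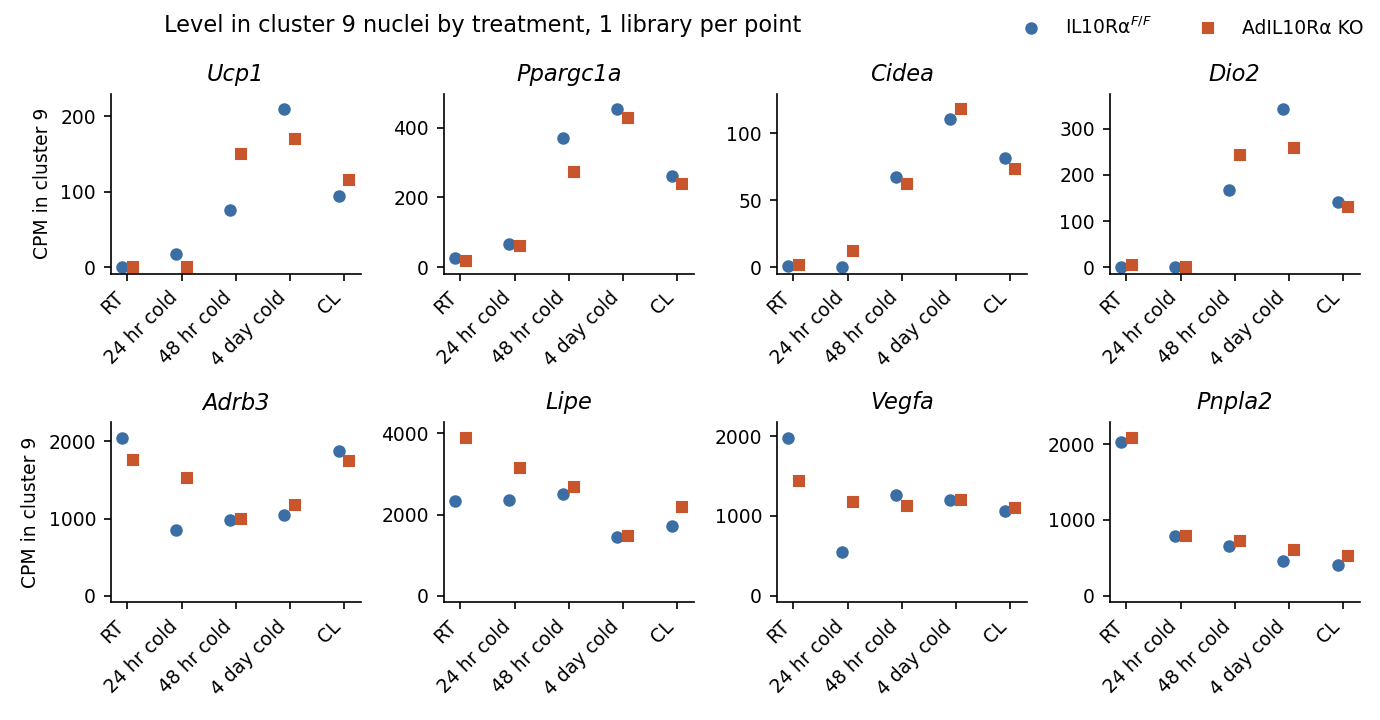
CPM of 8 genes in the summed cluster 9 nuclei of each library, by treatment, with circles for floxed control and squares for AdIL10Rα KO libraries. Ucp1, Ppargc1a, Cidea and Dio2 are highest at 4 days of cold, while Pnpla2 is highest at RT.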

Violin plots of thermogenic genes further showed upregulation of genes such as *Ucp1, Ppargc1a, Ppargc1b,* and *Cidea* in Type nine adipocytes in mice treated with thermogenic stimuli, confirming these cells as a bona-fide ‘thermogenic adipocyte’ cluster (Figure 4E). By contrast, genes involved in lipid mobilization such as *Adrb3 and Lipe* were abundant in all Type 9 cells regardless of stimulus, underscoring the relevance of these genes in thermogenic responsiveness and FFA metabolism. 

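Adrb3 and Lipe were abundant in cluster 9 under every condition, and both also fell under some stimuli. Adrb3 stood at 2047 and 1759 CPM at RT (control and KO), 851 and 1530 at 24 hr of cold, 985 and 993 at 48 hr, 1051 and 1179 at 4 days, and 1880 and 1742 under CL. It fell by 0.95 on the log2 scale at 48 hr (adjusted p = 0.0031 from edgeR's quasi-likelihood test) and by 0.78 at 4 days (adjusted p = 0.0087), with a difference of -0.67 at 24 hr (adjusted p = 0.145) and -0.07 under CL (adjusted p = 0.84). Lipe stood at 2325 and 3891 CPM at RT, 2365 and 3158 at 24 hr, 2508 and 2684 at 48 hr, 1453 and 1476 at 4 days, and 1729 and 2178 under CL. It fell by 1.05 on the log2 scale at 4 days (adjusted p = 0.00047 by edgeR) and by 0.65 under CL (adjusted p = 0.034). Acsl1 rose under every stimulus, by 1.58 under CL (standard error 0.27, adjusted p = 5.7e-07 by edgeR). Several of these calls rest on 1 library. Without the control library at RT, Adrb3 stood at -0.73 at 48 hr (adjusted p = 0.076 by edgeR) and -0.55 at 4 days (0.15), and without the KO library at RT, Lipe stood at -0.77 at 4 days (0.052) and -0.35 under CL (0.46) and Acsl1 at 0.69, 0.66 and 0.66 at the 3 cold times (0.32, 0.22 and 0.16). Without the KO library at 24 hr, Adrb3 was called at that time (-1.23, adjusted p = 0.036 by edgeR). Without the KO library at 4 days, Adrb3 (-0.83, 0.086) and Lipe (-0.87, 0.087) were not called at 4 days by edgeR, nor was Adrb3 without the control library (-0.71, 0.13). Lipe under CL was not called without either CL library. From the rise of the thermogenic genes and the presence of Adrb3 and Lipe under all stimuli, the paper concludes that cluster 9 is a thermogenic adipocyte cluster and reasons that both genes matter for thermogenic responsiveness and fatty acid metabolism.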

*Il10, Il10ra,* and *Il10rb* expression showed a relatively even distribution among mature adipocyte populations (Figure 4—figure supplement 2C).

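Transcripts of Il10 and of its receptor subunit Il10ra were highest in cluster 10, which carries macrophage genes, and were rare in cluster 9. Il10 had 76 UMIs in cluster 10, or 32.1 CPM (exact Poisson 95% interval 25.3 to 40.1), and 49 UMIs over all other clusters together, 1.05 CPM. It had a UMI in 1.62% of cluster 10 nuclei and in 0.0958% of the others, at median depths of 745 and 711 UMIs. Il10ra stood at 189 CPM in cluster 10 (171 to 207), with a UMI in 14.2% of nuclei, and at 110 CPM in cluster 5 (69.6 to 165). In cluster 9 it had 18 UMIs, 2.15 CPM (1.28 to 3.40), with a UMI in 0.258% of nuclei at a median depth of 904 UMIs, below the 4.43 CPM of the endothelial-like cluster 4. Il10rb, the other receptor subunit, was more evenly spread, at 127 CPM in cluster 10 (113 to 142), 62.4 in cluster 4 (58.9 to 66.1), 26.9 in cluster 1 and 18.8 in cluster 9 (16 to 22). Free RNA in droplets also gives UMIs in nuclei that do not express a gene, and at this depth the few UMIs of Il10 and Il10ra in cluster 9 do not show expression there. Nor do they show its absence. The paper examined IL10Rα protein in SVF and adipocyte fractions by western blot and reports its loss in adipocytes of KO mice. Il10 lies on chromosome 1 of GRCm38 from 131019845 to 131024974 on the plus strand, Il10ra on chromosome 9 from 45253837 to 45269149 on the minus strand and Il10rb on chromosome 16 from 91406164 to 91425834 on the plus strand.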

We further confirmed the presence of Type nine adipocytes and validated co-expression of thermogenic genes by using RNAscope fluorescence in situ hybridization (FISH) in iWAT of mice treated with saline or CL (see Materials and method section). As shown in Figure 4F, CL treatment caused a robust increase in the expression of *Ucp1, Pppargc1b,* and *Adrb3* compared to control. Moreover, these transcripts showed a striking co-localization in only a set of adipocytes. We speculate that this population corresponds to Type nine adipocytes.

### Increased abundance of metabolically active type nine adipocytes in AdIL10Rα KO mice

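The genotype comparison uses the same 10 SNAP-seq libraries, 5 from floxed control mice and 5 from mice that lack IL10Rα in adipocytes (AdIL10Rα KO), with 1 library of each genotype at RT, at 24 hr, 48 hr and 4 days of cold and after 4 days of CL. Il10ra, the targeted gene, had 3 and 1 UMIs in the cluster 9 nuclei of the control and KO libraries at RT, 0 and 0 at 24 hr, 1 and 1 at 48 hr, 1 and 2 at 4 days, and 4 and 5 under CL. At this depth the 2 genotypes were not distinguishable by Il10ra. The libraries count 3′ ends of transcripts, which may lie outside the floxed part of the gene, so these UMIs do not check the labels. The paper's own check of the knockout is a western blot, in which it reports that adipocytes of KO mice lost IL10Rα protein. Genotypes were compared with edgeR's quasi-likelihood model on the summed UMIs of cluster 9 with treatment as a block, over the same 8533 genes, and shares of nuclei with the same kind of model on the number of nuclei per cluster and library. No condition has a repeat library of 1 genotype, so a genotype difference within 1 treatment has no replicate check. On counts simulated from these libraries, the gene test recovered 72.3% of genes changed 2-fold and 26.2% of genes changed 1.5-fold, with 2 of 132 calls false. Clusters were made by the authors on all libraries together from genes that include some that change with treatment, which bears on all shares of nuclei.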

To probe if IL10 signaling influenced the percentage of thermogenic adipocytes, we exposed both floxed-control and AdIL10Rα KO mice to either cold stress (4°C) for 24 hr, 48 hr, or 4 days, or treated them with CL (1 mg/kg/day) for 4 days, and performed SNAP-seq on iWAT of these mice. 

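The share of nuclei in cluster 9 was lowest after 24 hr of cold, rose with longer cold and was highest under CL, and at RT it lay between 4 days of cold and CL. With both genotypes together it was 18.6% at RT, 3.40% at 24 hr, 5.73% at 48 hr, 12.1% at 4 days and 23.5% under CL. Between the 2 libraries of each condition it was 15.7% and 22.8% at RT (control and KO), 2.76% and 4.14% at 24 hr, 7.65% and 3.70% at 48 hr, 9.99% and 14.5% at 4 days, and 22.0% and 25.4% under CL. Relative to 24 hr, the share was higher at 4 days (log2 fold change 1.83, standard error 0.48, adjusted p = 0.0035 from edgeR's quasi-likelihood test on nuclei) and under CL (2.79, 0.49, adjusted p = 0.00057), and 0.76 (0.48) at 48 hr had an adjusted p of 0.31. Relative to RT, it was lower at 24 hr (-2.48, 0.49, adjusted p = 0.0018 by edgeR) and 48 hr (-1.72, 0.47, adjusted p = 0.038), at -0.65 (0.46) at 4 days (adjusted p = 0.26) and at 0.31 (0.45) under CL (adjusted p = 0.68). The difference between 48 hr and RT was not called without either KO library of these conditions or either CL library, and that between CL and 24 hr had an adjusted p of 0.0502 without the KO library under CL.

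**Figure D2:**
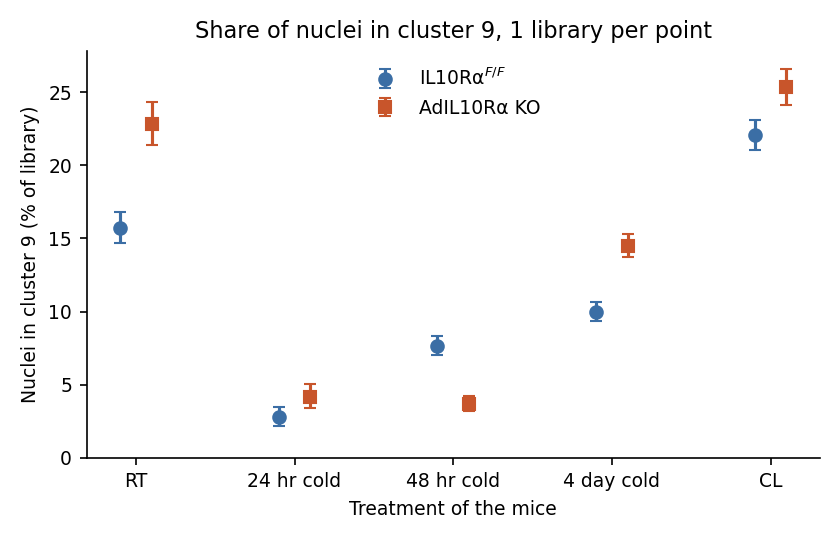
Percent of each library's nuclei that fall in cluster 9, by treatment, with circles for floxed control and squares for AdIL10Rα KO libraries and exact 95% binomial intervals as bars. Both libraries lie below 5% at 24 hr and above 22% under CL, and the RT libraries lie at 15.7% and 22.8%.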

Cluster nine from the aggregated data showed a progressive increase in the percentage of cells upon exposure to cold for increasing lengths of time (3.4% to 5.7% to 12.1% from 24 hr to 48 hr to 4 days at 4°C, respectively) as shown both by tSNE- and dot-plots and treatment of mice with CL even more dramatically increased the abundance of Type 9 cells to 23.5% (Figure 5A-top and bottom). Dot-plotting further showed that among all clusters, type 1, 4, and nine showed the most changes under the different conditions, and among them only type nine adipocytes showed an adrenergic-dependent positive increase in cell fractions (Figure 5A-bottom). 

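Clusters 1, 4 and 9 held most of the nuclei, and of these cluster 1 went down with time in the cold, cluster 4 showed no difference past the test and cluster 9 went up. The share of cluster 1 (both genotypes) was 16.4% at RT, 28.3% at 24 hr, 11.7% at 48 hr, 6.83% at 4 days and 15.9% under CL. It fell by 2.05 on the log2 scale from 24 hr to 4 days (standard error 0.47, adjusted p = 0.0021 from edgeR's quasi-likelihood test). The share of cluster 4 was 41.9%, 38.7%, 56.4%, 59.3% and 40.5%, with a log2 fold change of 0.61 (standard error 0.43, adjusted p = 0.228 by edgeR) from 24 hr to 4 days. At RT it was 54.7% in the control and 23.2% in the KO library. Smaller clusters also rose from 24 hr to 4 days, cluster 11, of proliferating cells, by a log2 fold change of 3.63 (standard error 0.73, adjusted p = 0.0013 by edgeR) and cluster 15 by 2.39 (0.53, adjusted p = 0.0019), as did cluster 5 (1.97, adjusted p = 0.0095), while clusters 3 (-2.37, adjusted p = 0.0013), 2 (-1.73, adjusted p = 0.0028), 10 (-1.72, adjusted p = 0.0035) and 8 (-1.59, adjusted p = 0.043) fell. The fall of cluster 8 lay in the control library (2.94% to 0.691%), while the intervals of the KO libraries (0.627% and 0.471%) overlap. Under CL relative to RT, clusters 15 (1.93, adjusted p = 0.040 by edgeR), 11 (1.72, adjusted p = 0.043) and 16 (1.58, adjusted p = 0.043) rose and clusters 7 (-1.63, adjusted p = 0.043) and 3 (-1.32, adjusted p = 0.043) fell. For cluster 11 the intervals of the KO libraries overlap (0.637% and 1.23%), and for cluster 16 those of the control libraries (0.240% and 0.498%).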

We next compared data from control and AdIL10Rα KO mice, and in agreement with the whole tissue RNA-seq data presented above, adipocytes from AdIL10Rα KO mice showed a specific increase in the population of thermogenic adipocytes (cluster 9) under both basal conditions (RT) and in response to thermogenic stimuli (cold exposure or CL treatment) (Figure 5B). 

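The share of cluster 9 was higher in the AdIL10Rα KO library than in its control in 4 of 5 treatments, a difference that did not pass the test over the 5 pairs. At RT it was 15.7% of control nuclei (exact 95% interval 14.7 to 16.8) and 22.8% of KO nuclei (21.4 to 24.3), at 24 hr of cold 2.76% (2.18 to 3.45) and 4.14% (3.38 to 5.02), at 4 days 9.99% (9.37 to 10.6) and 14.5% (13.7 to 15.3), and under CL 22.0% (21.1 to 23.1) and 25.4% (24.1 to 26.6). The mean difference was 2.46 ± 4.14 percentage points (SD, n = 5 pairs, exact sign permutation test, two-sided p = 0.25, where 0.0625 is the smallest p that 5 pairs allow). With treatment as a block the log2 fold change was 0.17 (standard error 0.30, adjusted p = 0.771 from edgeR's quasi-likelihood test). No other cluster passed this test either. The largest was cluster 5, lower in the KO library in 5 of 5 pairs (unadjusted p = 0.035 from the same edgeR test, adjusted p = 0.59). The RT libraries also differ most in cluster 4, and with its nuclei left out of the total the RT pair turns, to 34.7% in control and 29.7% in KO mice. With only the nuclei at or above the median UMI count of their library, the CL pair turns, to 32.2% and 21.5%.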

The dot-plot in Figure 5C shows that the overall pattern of adipocyte cluster enrichment was similar to that in Figure 5A-bottom, and only type nine adipocytes showed a positive shift in cell fraction upon IL10R depletion, except for 48 hr cold exposure where we observed unexpected 4% decrease in cell fraction.

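At 48 hr of cold the share of cluster 9 went the other way from the other 4 treatments, 7.65% of 6142 control nuclei (exact 95% interval 7.00 to 8.35) and 3.70% of 5834 KO nuclei (3.23 to 4.22). The intervals of this pair do not overlap, but they cover counting error only, and the 2 libraries have no repeat. Across the clusters, the mean share over 5 libraries was 14.3% ± 8.19 (SD) in control and 18.1% ± 9.70 in KO mice for cluster 1, 50.0% ± 9.33 and 43.5% ± 14.9 for cluster 4, and 11.6% ± 7.46 and 14.1% ± 10.1 for cluster 9. Each of these spreads, which holds the differences between treatments, is larger than the difference between the genotypes. Cluster 1 was higher in the KO library in 4 of 5 pairs (log2 fold change 0.32, standard error 0.29) and cluster 4 in 1 of 5 (-0.25, standard error 0.28), with an adjusted p of 0.771 for both from edgeR's quasi-likelihood test. The KO library at 48 hr had the lowest median depth of all, 571 UMIs per nucleus against 717 in its control.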

**Figure 5.**
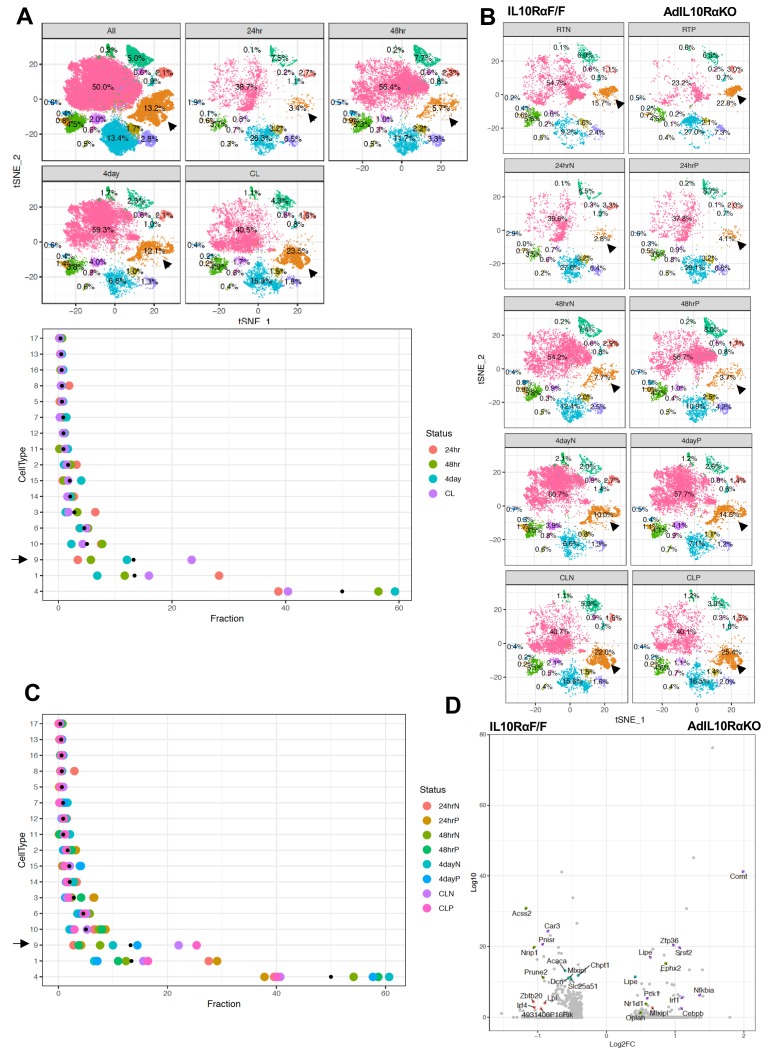
Enrichment of the thermogenic adipocyte cluster in IL10Rα-depleted mice. (**A**) Top: tSNE-plot showing percentage of clusters from aggregated (All) or from indicated treatments. Bottom: Colored dot plot showing percentage of fractions plotted in y-axis and cell types in x-axis under indicated conditions. (**B**) tSNE-plot showing differences in percentage of clusters between adipocytes from iWAT from control and AdIL10Rα KO mice under RT, 24 hr, 48 hr or 4 days cold exposure, or CL treated conditions. (**C**) Colored dot plot showing percentage of fractions plotted in y-axis and cell types in x-axis under indicated conditions and genotype. N deonotes Adipoq-Cre-Negative IL10RαF/F (IL10RαF/F) and P denotes Adipoq-Cre-Positive (AdIL10Rα KO) mice. (**D**) Volcano plot showing adipocyte gene expression differences between indicated mice from cluster 9. The Log2Fold Change (FC) ratio of floxed control vs. AdIL10Rα KO was plotted as a function of log10 p-value, with select genes indicated with text. Black arrow indicates the Type nine adipocyte cluster.

**Figure 5—figure supplement 1.**
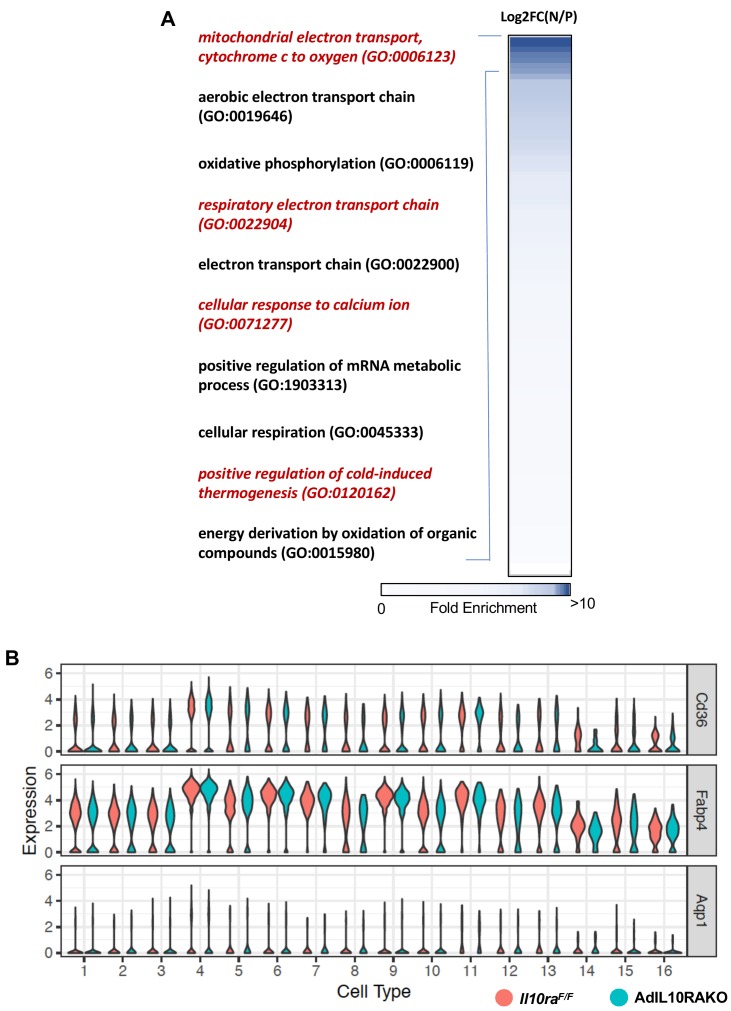
Thermogenic pathway is enriched in the Type 9 cluster of IL10Rα-deficient adipocytes. (**A**) Heatmap showing fold enrichment of pathways abundant in the adipocytes of AdIL10Rα KO mice compared to controls. DEG analysis of N represent Adipq-CRE Negative IL10RαF/F (IL10RαF/F) and P represent Adipoq-Cre Positive (AdIL10Rα KO) mice was performed and fold-change was calculated as Log2FC(N/P) and gene ontology analysis was performed for genes enriched in P over N and plotted as a heatmap as fold-enrichment (0 to >10) and p<0.001. Shades of blue indicate highly enriched pathway in P with fold-enrichment >10. (**B**) Violin plot showing expression levels of indicated genes in iWAT adipocytes of AdIL10Rα KO mice and controls from SNAP-seq data (Figure 4).

Type nine adipocytes from AdIL10RαKO mice were more metabolically active and showed increased expression of genes linked to mitochondrial activity, energy derivation from FFA, and positive regulation of cold-induced thermogenesis (Figure 5—figure supplement 1A). 

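In cluster 9, edgeR called none of the tested genes of mitochondrial respiration, fatty acid oxidation or heat production between AdIL10Rα KO and control mice, and called 7 of 39 immediate early genes. None of 72 nuclear-encoded oxidative phosphorylation genes was called (0 also when adjusted over the list alone, median log2 fold change -0.07), nor any of 25 thermogenic genes (4 higher over the list alone, median 0.16), 23 fatty acid oxidation genes (1 over the list alone, median 0.05), 20 lipolysis genes (0 over the list alone, median -0.08) or 25 lipogenesis genes (0 over the list alone). The list test fry gave adjusted p-values of 0.634 for oxidative phosphorylation and 0.626 for the thermogenic list. DESeq2 called 1 thermogenic gene, and no left-out library gave any. Of 39 immediate early genes, which respond within minutes to stress or growth signals, 7 were higher in KO mice (20 when adjusted over the list alone, median 0.41), and the list had an adjusted p of 0.249 by fry. In all, 37 of 8533 genes differed (26 higher and 11 lower in KO mice, edgeR's quasi-likelihood test), and DESeq2 called 16. Leaving out the control or the KO library at RT left 12 or 13 called genes with none of the immediate early list among them, and leaving out either CL library left 7.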

A Volcano plot of the data revealed that genes involved in lipid mobilization and adipose thermogenesis (such as *Lipe, Nr1d1, Oplah, Nfkbia, Pck1, Cebpb, Vegfa, Angptl4*) were increased, and genes correlated with obesity and adiposity such as (*Nrip1, Lpl, Zbtb20, Acss2*) were decreased in iWAT adipocytes from AdIL10RαKO mice compared to controls (Figure 5D). However, not all adipogenic and thermogenic genes were different between AdIL10Rα KO and control adipocytes. For example, pan-adipocyte genes such as *Cd36, Fabp4*, and *Aqp1* were similarly expressed between cells of both genotypes (Figure 5—figure supplement 1B). 

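Of the 14 genes that Figure 5D marks as increased, all had a positive fold change in KO mice and 6 passed the test, and of the 12 marked as decreased 11 were negative and 1 passed. Among the genes of lipid mobilization named in the text, Nr1d1, a clock repressor, was higher in KO mice by a log2 fold change of 0.66 (standard error 0.16, adjusted p = 0.0325 from edgeR's quasi-likelihood test, higher in 5 of 5 treatments), Nfkbia by 0.73 (0.17, adjusted p = 0.0325, 4 of 5) and Cebpb by 0.66 (0.17, adjusted p = 0.0432, 5 of 5). Lipe stood at 0.32 (0.16, adjusted p = 0.527 by edgeR, 5 of 5), Oplah at 0.46 (adjusted p = 0.224), Angptl4 at 0.26 (adjusted p = 0.630), Pck1 at 0.10 (adjusted p = 0.912) and Vegfa at 0.02 (adjusted p = 0.989). Comt (0.92, adjusted p = 0.0154 by edgeR), Irf1 (0.80, adjusted p = 0.012) and Srsf2 (0.62, adjusted p = 0.0484) of the same panel were also higher. Of the genes linked to obesity, Nrip1 stood at -0.27 (adjusted p = 0.630 by edgeR), Lpl at -0.35 (adjusted p = 0.488), Zbtb20 at -0.38 (adjusted p = 0.434) and Acss2 at -0.071 (adjusted p = 0.961, higher in KO mice in 4 of 5 treatments). Prune2 was the called decrease (-1.38, adjusted p = 0.0153 by edgeR), although it was higher in KO mice in 3 of 5 treatments, and without either library at 4 days it turned to 0.34. The largest rises of all were Zfp949 (1.76, standard error 0.20, adjusted p = 2.9e-10 by edgeR, 26.8 to 96 CPM, 5 of 5 treatments) and Cxcl1 (1.60, 0.21, adjusted p = 2.5e-08), followed by Myc (1.01), Fos (0.77) and Junb (0.74), each higher in 5 of 5. Called falls included Ptn (-1.05), the ribosomal protein gene Rpl18a (-1.02) and S100a6 (-0.85). The direction of the rises was not particular to cluster 9. By tests chosen after the data were seen, the 26 called rises were all above 0 in clusters 1 and 4 as well. Their median log2 fold changes were 0.44 and 0.36 there, with 0 called, against 0.73 in cluster 9. For 0 of 11260 genes did the genotype effect differ between clusters 9 and 4 by edgeR. The test of this difference was not tried on simulated counts, so the missing calls do not show effects of equal size. Without the control library at RT, Comt stood at 0.28 (adjusted p = 0.90 by edgeR) and Nfkbia at 0.31 (0.84), and without the KO library at RT at 0.29 (0.90) and 0.31 (0.87). From these and related gene differences, the paper concludes that IL10 signaling acts on a thermogenic and metabolically active adipocyte population.

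**Figure D3:**
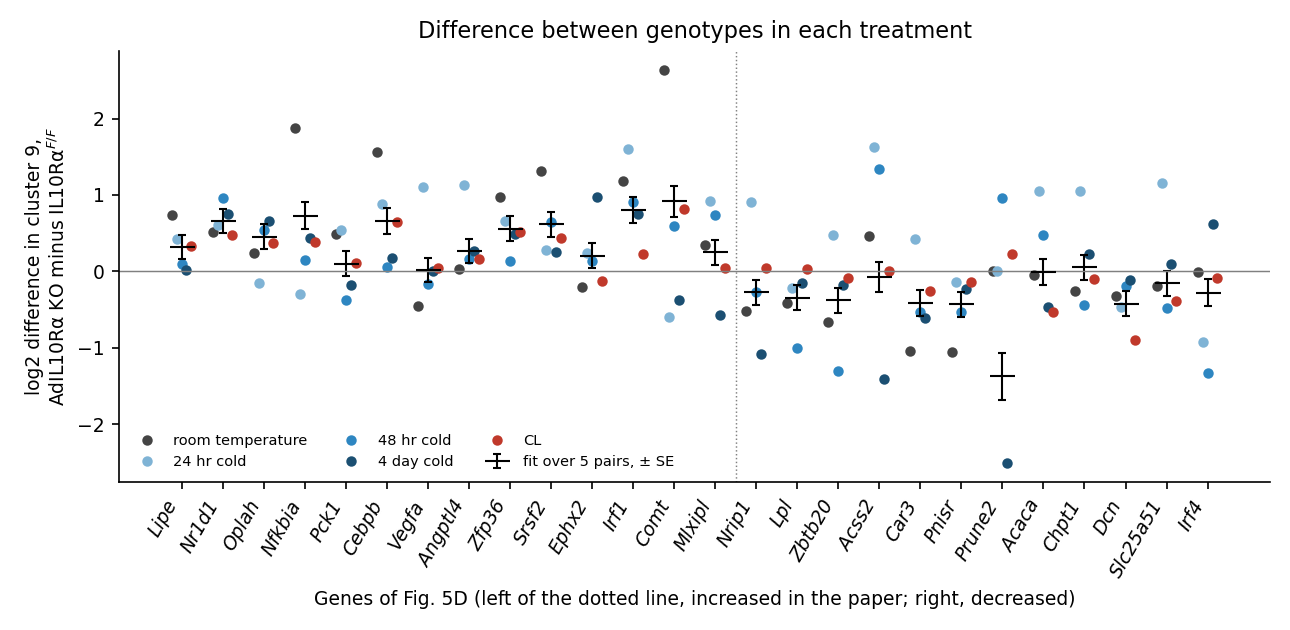
Log2 difference between AdIL10Rα KO and floxed control libraries in cluster 9 for the genes of Figure 5D, 1 point per treatment, with the fit over the 5 pairs and its standard error in black. Comt and Nfkbia have their largest differences at RT, and the points of Prune2 lie on both sides of 0.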

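Cd36, Fabp4 and Aqp1 had no detectable difference between genotypes in cluster 9. Cd36, a fatty acid transporter, stood at 709 ± 210 CPM (SD, n = 5 libraries) in control and 688 ± 289 in KO mice (log2 fold change -0.08, standard error 0.16, adjusted p = 0.928 from edgeR's quasi-likelihood test). Fabp4, a fatty acid-binding protein gene, stood at 8135 ± 1364 and 7637 ± 1270 CPM (-0.10, 0.17, adjusted p = 0.922 by edgeR), and the water and glycerol channel gene Aqp1 at 86.3 ± 53.2 and 81.9 ± 66.3 (-0.29, 0.19, adjusted p = 0.673). Of 22 tested general adipocyte genes, 0 passed the test and 2 were lower when adjusted over the list alone, and of 11 adipocyte marker genes 0 passed and 1 was lower over the list alone. Ucp1 (0.15, adjusted p = 0.883 by edgeR), Ppargc1a (-0.22, adjusted p = 0.743) and Adrb3 (0.09) also showed no called difference.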

Overall, our SNAP-seq data reveal previously unappreciated heterogeneity of mature adipocytes in subcutaneous adipose tissue and point to the existence of distinct cell populations with potentially specialized biological functions. These data further show that IL10 signaling in fat tissue targets a distinct, highly metabolically active and thermogenic adipocyte population.

### scRNA-Seq of iWAT stromal vascular fraction reveals a role for IL10-expressing adaptive immune cells in regulation of adipose thermogenesis

Prior bone marrow transplantation experiments had shown that IL10 produced by one or more hematopoietic cell types could rescue the thermogenic phenotype of global IL10-deficient mice (Rajbhandari et al., 2018). Therefore, we examined changes in non-adipocyte cells types within iWAT in the setting of thermogenic stimuli to evaluate their potential contribution to IL10/IL10R signaling. We treated WT mice with saline or β3-adrenergic agonist (CL; 1 mg/kg/day) for 4 days, separated iWAT stromal cells from adipocytes, and performed scRNA-Seq on ~10,000 isolated stromal vascular cells (SVF) per mouse as described in Materials and methods. t-SNE plotting of the data revealed 12 major cell clusters (Figure 6A). 

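The SVF, which holds the cells of fat other than mature adipocytes, was profiled by Drop-seq from 3 saline-treated and 3 CL-treated wild-type mice, 1 sample per mouse. The saline samples held 5790, 6835 and 7309 cells with 6652109, 5335461 and 6861643 UMIs and medians of 911, 563 and 697 UMIs per cell. The CL samples held 5457, 6297 and 4973 cells with 4518353, 5072444 and 4060884 UMIs and medians of 633, 521 and 548. The authors aligned reads to mm10 with STAR 2.5.0c, counted exonic and intronic reads with dropEst and deposited raw UMI counts with a cell type name for each of 36661 cells. The paper states a minimum of 700 transcripts per cell, and 16557 of the deposited cells reach that many UMIs. All 36661 were used here. UMIs were summed per sample over the cells of each type and compared between CL and saline with edgeR's quasi-likelihood test, and shares of cells with the same model on cell numbers. An exact permutation test of 3 samples against 3 cannot give a p below 0.10. Doublets were not called, and leaving out the 5% of cells with the most UMIs is among the alternatives. On simulated counts, the gene test in B cells recovered 26.9% of genes changed 2-fold and 93.9% of genes changed 4-fold, with 5 of 85 calls false.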

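The deposited annotation gives the SVF cells 27 names, among them 4 for adipocyte precursor cells (APCs), 4 for B cells, 3 for macrophages and 5 for T cells (Cd4, Cd8 and Tcell1 to Tcell3). B cells of the cluster Bcell1 were the largest group, at 23.7% ± 4.67 of cells in saline (SD, n = 3 mice) and 35.3% ± 5.65 under CL, followed by Cd4 T cells at 21.1% ± 5.09 and 18.9% ± 3.64. Of the 10 genes with the largest difference, Bcell1 had 5 of the B cell list, Cd4 had 3 of the T cell list and Tcell2 had 4 of the regulatory T cell list and 0 of the T cell list. By the T cell list alone T cells would be reported by cluster. They are given as 1 class because regulatory T cell genes were counted as T cell genes, which was decided after this result was seen, and by cluster as well. APC1, APC3 and Bcell4 had 0 of any list. Macro1 had 1 and Macro2 and Macro3 had 0 of the macrophage list, and Macro3 had 3 dendritic cell genes, so macrophages are reported by cluster and not as 1 class.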

Further subclustering analysis based on known cell marker genes identified four clusters of adipocyte precursor cells (APCs), four clusters of B cells, three clusters of macrophages, and four clusters of T cells (Figure 6A).

**Figure 6.**
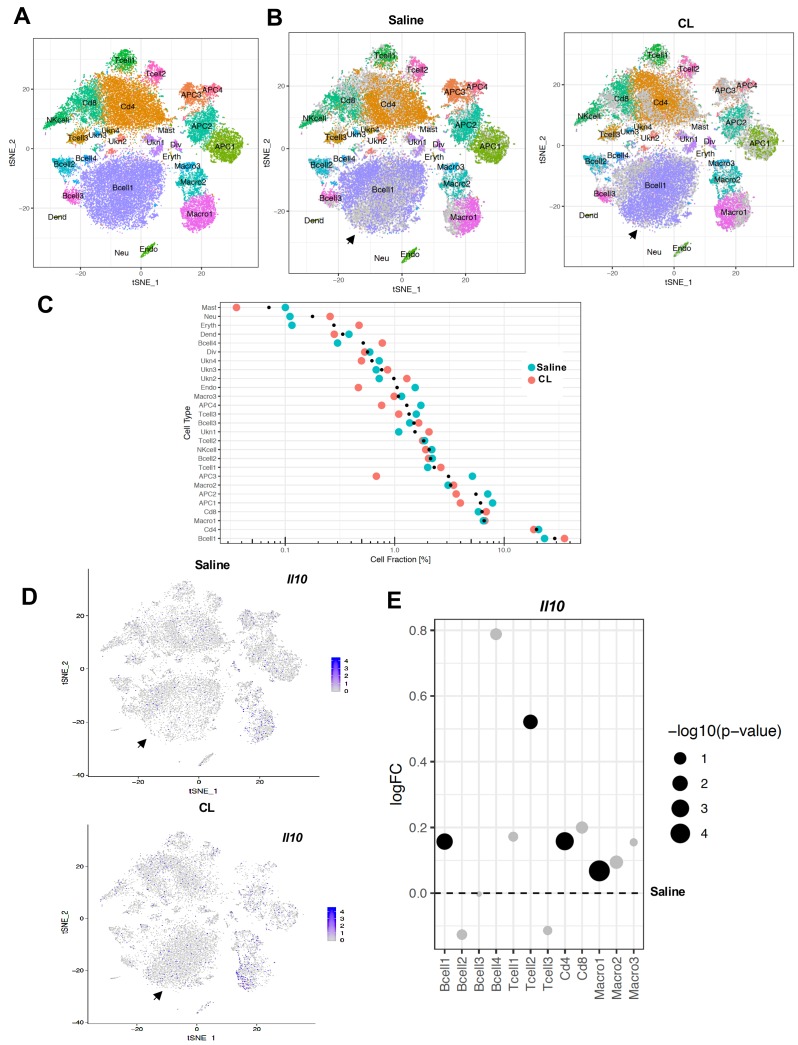
scRNA-Seq reveals an increase in adaptive immune cells under adrenergic stress. (**A**) Aggregated tSNE-plot of combined ~10,000 SVF cells isolated from iWAT of mice treated with CL or saline for 4 days. Colored dots are cells assigned to clusters based on similar transcriptomic signatures and these clusters correspond to specific cell-types. (**B**) Segregated tSNE-plot from (**A**) showing percentage of cell-types between control (Saline) and β3-agonist CL-treated mice. The tSNE-plot also shows differences in percentage of clusters between control and CL-treated mice. Black arrows indicate major B-cell population. (**C**) Colored dot plot showing percentage of fractions plotted in y-axis and cell types in x-axis under indicated conditions. (**D**) tSNE-plot showing cells expressing *Il10* in control and CL-treated mice. Black arrows indicate major cell clusters with *Il10* expression. (**E**) Dot plot showing expression levels of *Il10* in indicated cells comparing control and CL-treated mice. The Log2Fold Change (FC) ratio of saline vs. CL was plotted as a function of log10 p-value and indicated as different sizes of dots. Fold-change and p-value was compared with saline condition represents as a dotted line.

To gain insight into the remodeling of stromal cells under adrenergic stress, we segregated the cumulative tSNE-plot into CL and saline treatment. 

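B cells made up a larger and APCs a smaller mean share of SVF cells under CL, and neither difference passed the test with 3 mice per group. On simulated cell numbers this test recovered 1.5% of 2-fold and 15.5% of 4-fold changes in the number of B cells. The other cell types were left unchanged there, so the share itself changed by less than these folds. With so low a recovery, the missing call does not argue against a change of the size seen in B cells. B cells were 36.8%, 22.4% and 24.4% of cells in the saline mice (27.9% ± 7.78, SD, n = 3) and 44.7%, 43.6% and 30.6% in the CL mice (39.6% ± 7.86, SD, n = 3), a log2 fold change of 0.51 (standard error 0.50, adjusted p = 0.585 from edgeR's quasi-likelihood test, exact permutation p = 0.2). APCs were 5.01%, 25.7% and 31.5% in saline (20.7% ± 13.9, SD) and 5.66%, 11.3% and 9.99% under CL (8.99% ± 2.95, SD), a log2 fold change of -1.21 (standard error 0.64, adjusted p = 0.306, exact permutation p = 0.4). Within the APCs the largest difference was in APC3, 4.86% ± 3.77 (SD) in saline and 0.637% ± 0.577 under CL. T cells stood at 32.8% ± 11.3 and 31.5% ± 6.12, and Macro1 at 6.17% and 6.71%. Between samples with the same number, B cells were higher under CL in 3 of 3 pairs and APCs lower in 2 of 3, and with the number as a block neither was called (log2 fold changes 0.52 and -0.90, adjusted p = 0.405 and 0.390 by edgeR). Saline 1 had the lowest APC share of its group, and without it the fall of APCs was called (log2 fold change -1.67, adjusted p = 0.0108 by edgeR). B cells were shallow, with a median of 460 UMIs against 1337.5 in APCs, so a filter on UMIs sets their share. Among cells with at least 700 UMIs, B cells were 13.4% ± 12.5 (SD) in saline and 16.5% ± 9.17 under CL.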

The tSNE and dot plots in Figure 6B and C reveal a relative depletion of APCs and a major increase in B-cell populations in iWAT upon CL treatment. 

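Il10 UMIs in B cells were more numerous in every CL sample than in every saline sample, partly because more B cells were captured. The B cells of the saline samples had 34, 25 and 33 Il10 UMIs in total and those of the CL samples 79, 57 and 35, a ratio of means of 1.86 (exact permutation p = 0.1, two-sided, the smallest p that 3 samples against 3 allow). Normalized by TMM, Il10 in B cells was 33.8 ± 9.52 CPM (SD, n = 3 mice) in saline and 48.4 ± 2.35 under CL, a log2 fold change of 0.56 (standard error 0.27, adjusted p = 0.384 from edgeR's quasi-likelihood test). The share of B cells with an Il10 UMI was 1.64% ± 0.187 (SD) in saline and 2.32% ± 0.396 under CL. Among APCs, a cell type not known for Il10, it was 4.14% and 7.46%, at a median depth of 1337.5 UMIs against 460 in B cells. After each cell was thinned to 500 UMIs, B cells stood at 1.35% and 1.88% and APCs at 1.54% and 2.35%. The thinned shares leave out cells under 500 UMIs, 14.4% to 47.2% of a sample. Per UMI, over all samples, Il10 in B cells stood at 1.17 times its level in APCs, so no order of the 2 is read from the shares.

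**Figure D4:**
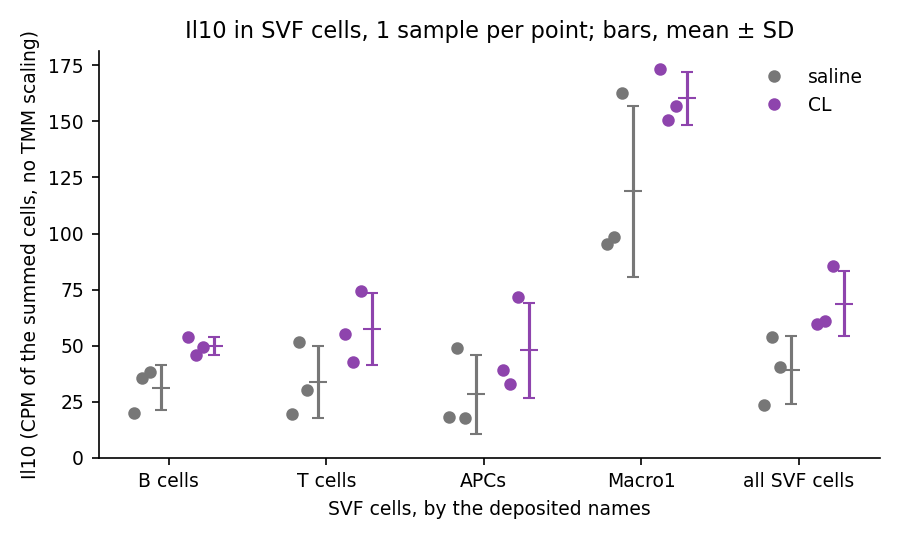
CPM of Il10 in the summed cells of each SVF sample, without TMM scaling, in gray for saline and purple for CL, with the mean and SD of 3 samples as bars. B cells lie at 31.3 in saline and 49.8 under CL on this scale, and Macro1 lies above the other groups in both.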

Since adaptive immune cells (T- and B-cells) are major potential producers of IL10 (Saraiva and O'Garra, 2010), we further examined IL10 transcript levels in our data set. tSNE-plotting showed that total IL10 transcripts increased ~3 fold upon CL treatment in B-cell clusters (Figure 6D). To quantitatively determine IL10 transcript levels in saline and CL- treated conditions, we plotted fold change of the ratio of CL and saline as a function of p value. Compared to saline (represented by dotted line) *Il10* was markedly upregulated in T- and B-cell populations (Figure 6E).

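Il10 had positive fold changes under CL in B cells, APCs, Macro1 and T cells as 1 class, and none passed the test with 3 mice per group. In T cells, pooled by a rule widened after the data were seen, it stood at 36.5 ± 12.9 CPM (SD, n = 3 mice) in saline and 54.1 ± 14.1 under CL, a log2 fold change of 0.60 (standard error 0.30, adjusted p = 0.397 from edgeR's quasi-likelihood test). The B cell cluster Bcell1 went from 32.9 to 50.2 CPM, the T cell clusters Cd4 from 36.6 to 57.7 and Cd8 from 36.6 to 55.6. Without TMM scaling, and with fewer than 8 Il10 UMIs per sample on average, Tcell1 went from 36.6 to 53.6 CPM, Tcell2 from 30.0 to 101 and Tcell3 from 28.6 to 14. APCs went from 29.3 to 47.8 CPM (log2 fold change 0.66, adjusted p = 0.537 by edgeR), and Macro1, where the level was highest, from 127 to 168 (0.35, adjusted p = 0.66). Over all SVF cells Il10 went from 41.2 to 64.8 CPM (0.65, adjusted p = 0.56 by edgeR). Without saline 2, the rise of Il10 in T cells was called (0.93, adjusted p = 0.039 by edgeR). No gene passed the test between CL and saline in B cells (10693 tested by edgeR, 1432 with an unadjusted p under 0.05, and 29 called by DESeq2), nor in T cells (10986 tested, 1462 and 4) or APCs (11051 tested, 1193 and 11). In B cells 1626 genes had groups that did not overlap, 15.2% of those tested, where chance gives 10%. Without saline 2, 1153 genes were called in B cells, 1458 in T cells and 451 in APCs. From its plot of fold changes, the paper concludes that Il10 is upregulated in T and B cells by CL.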

To test the possibility that production of IL10 by iWAT-resident T and B cells might contribute to the regulation of thermogenesis, we treated WT or functional T- and B-cell–deficient SCID mice (Bosma et al., 1988) with CL or exposed them to 4°C for 24 hr. In agreement with our hypothesis, the thermogenic gene program was enhanced in the iWAT of SCID mice compared to controls (Figure 7A,B). Accordingly, SCID mice also had higher EE and oxygen consumption and decreased RER, as measured by metabolic chamber studies. (Figure 7C and D). Collectively, these results suggest that lymphocytes are an important source of the IL10 acting on adipocyte IL10 receptors during thermogenesis.

**Figure 7.**
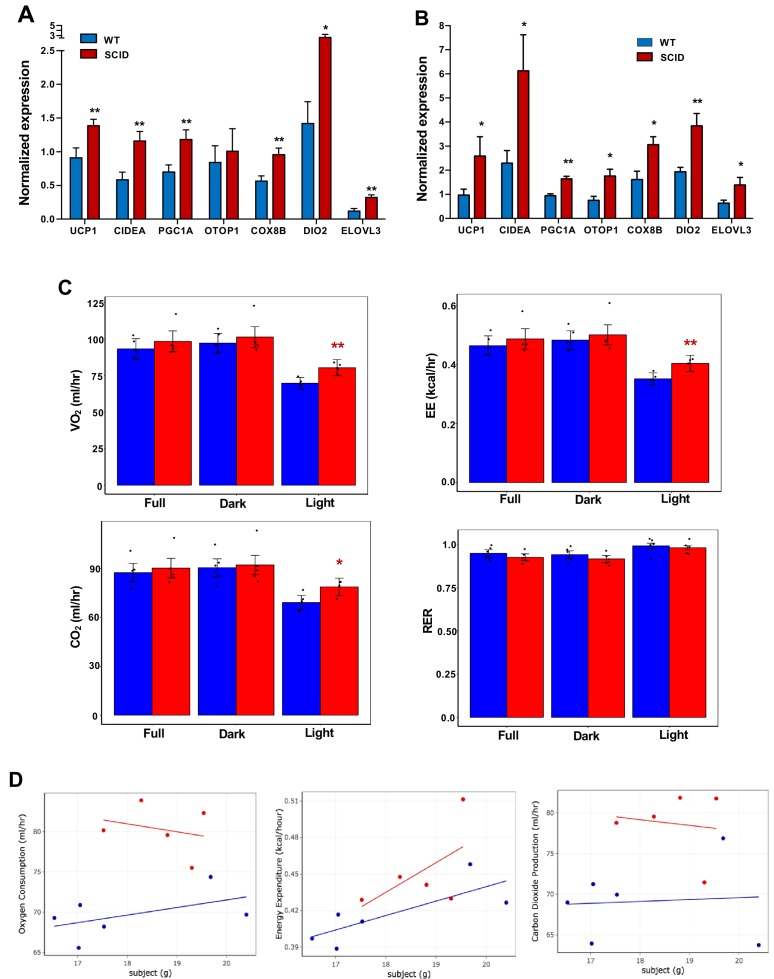
Increased adipose thermogenesis and EE in lymphocyte-deficient mice. (**A and B**) Real-time PCR analysis of gene expression in iWAT from chow-fed 10 week 24 hr cold-exposed (**A**) or CL (1 mg/kg/day for 4 days (**B**) mice. (**C, D**) Bar graphs (C) and scatter plot (D) (Light cycle) showing oxygen consumption, energy expenditure, carbon dioxide production, and RER in CL-treated mice with body mass as covariate. N = 6,5. *, p<0.05, **, p<0.01.

## Discussion

The influence of inflammation on obesity and adipose insulin resistance has been studied extensively; however, the role of adipose-resident immune cells in regulating the balance between adiposity, lipid mobilization, and thermogenesis is incompletely understood. We previously reported that hematopoietic-secreted IL10 inhibits adrenergic signaling-mediated lipid mobilization and thermogenesis (Rajbhandari et al., 2018). Here we provide evidence from scRNA-seq analysis of both adipose stromal-vascular cells and mature adipocytes indicating that adrenergic stimulation causes an increase in the abundance of IL10-secreting adaptive immune cells, and that this cytokine acts directly on the IL10Rα complex in mature adipocytes to antagonize thermogenesis. Genetic ablation of IL10Rα in adipocytes increases the browning of white adipose tissue and selectively enhances thermogenic gene expression, defining mature adipocytes as the primary target of the metabolic actions of IL10. Our SNAP-seq data further revealed that adipose tissue is composed of surprisingly complex subpopulation of adipocytes, including distinct subtypes whose gene expression suggests they are subspecialized for different processes, including lipogenesis and thermogenesis. Deletion of IL10Rα selectively increases the subpopulation of metabolically active, thermogenic adipocytes.

The immune system plays an important role in maintaining adipose homeostasis. Prior studies have shown that signaling from both innate and adaptive immune cells influences lipid handling, adipocyte size and function, and whole body lipid homeostasis (Bapat et al., 2015; Schäffler and Schölmerich, 2010; Sell et al., 2012; Wernstedt Asterholm et al., 2014). In a proinflammatory state, as seen in adrenergic stress, cancer cachexia, and burn victims, adipose tissue undergoes remodeling that activates lipid mobilization and thermogenesis which can lead to lipodystrophy (Patsouris et al., 2015; Petruzzelli et al., 2014). One established mechanism to block uncontrolled lipolysis is through catabolism of catecholamines. Sympathetic-associated macrophages, NRLP3 inflammasomes, and OCT3 have all been shown to enhance catecholamine clearance in adipose tissue (Camell et al., 2017; Pirzgalska et al., 2017; Song et al., 2019). Immune cells also could counteract adrenergic signaling by releasing factors that prevent excessive lipolysis and thermogenesis and thereby direct adipocytes to reserve energy in the setting of starvation or infection. This idea is supported by our scRNA-seq studies on iWAT SVFs of mice under adrenergic stress. Mice treated with β3-adrenergic agonist have expanded adaptive immune cell populations and a 3-fold increase the abundance of IL10 transcript in adipose SVF. Increased production of IL10 in the microenvironment could antagonize adrenergic-mediated thermogenesis, potentially providing a mechanism whereby immune cells help to maintain lipid homeostasis in the setting of energy demand.

A recent study has shown that deletion of Oct coactivator from B-cells (OcaB), which is essential for B-lymphocyte maturation and development, promotes adipose browning and protects mice from age-induced insulin resistance (Carter et al., 2018). We showed here that the absence of IL10-secreting adaptive immune cells in mice also leads to enhanced adipose thermogenesis, a finding consistent with the phenotypes of both IL10 KO and AdIL10Rα KO mice.

To more deeply interrogate the effect of IL10 signaling on adipocyte identity and function, we performed SNAP-seq of adipocytes from iWAT. Although prior studies have used FACS and immortalized clonal preadipocytes to assess different types of adipocytes in various adipose tissue depots (Hagberg et al., 2018; Lee et al., 2019), to our knowledge, this is the first report of rigorous single nuclei RNA-Seq of adipocytes in the setting of a thermogenic challenge. Our data revealed distinct clusters reflecting subsets of mature adipocytes with differential gene expression. Our data show that the mature tissue adipocyte population is much more heterogeneous than previously appreciated. We categorized by 14 distinct subsets of mature adipocytes that appear to be specialized to participate in at least partially distinct metabolic pathways. These findings suggest that different functions of adipose tissue may be executed by different cell populations, rather than similar cell populations performing diverse functions. Further studies will be needed to test this idea.

Interestingly, Type nine adipocytes were highly metabolically active and thermogenic, and we speculate that this cluster corresponds to the so-called ‘beige’ adipocyte population. Violin plots of the Type nine cluster showed selective expression of genes involved in lipid mobilization, such as *Adrb3, Acsl2, Lipe, Pnpla2*, and brown/beige-associated genes such as *Ucp1, Cidea, Dio2,* and *Clstn3*. The identity of this cluster was further confirmed by performing snRNA-seq on adipocytes from mice at RT, exposed to cold for various times, or treated with CL. We saw a gradual increase in the percentage of Type nine adipocytes with increasing thermogenic stimulus.

Interestingly, we also noticed distinct sub-clustering of Type nine adipocytes within the cluster. Cells expressing genes involved in lipolysis had an even distribution, whereas cells with higher expression of brown/beige genes were subclustered together after 4 days of cold or CL treatment. This data suggests that *Adrb3*-expressing adipocytes have varying browning capacity. We also noticed that the subclustering patterns of cold-exposed versus CL-treated Type nine adipocytes were also different. This likely reflects different transcriptional responses to cold exposure and pharmacological adrenergic receptor activation. DEG analysis of AdIL10Rα KO and control adipocytes showed that ablation of IL10Rα leads to differential enrichment of adipocyte populations. Type nine adipocytes appear to be enriched in genes that are highly expressed in AdIL10Rα KO compared to control iWAT. Furthermore, AdIL10Rα KO adipocytes are more metabolically active and have heightened response to adrenergic stimulation compared to controls. These data suggest that deletion of IL10Rα from adipocytes leads to the selective enrichment of metabolically active adipocytes that could ultimately lead to increased response to adrenergic signaling and enhanced thermogenesis.

In conclusion, these data provide insight into crosstalk between IL-10-secreting immune cells and adipocytes within adipose tissue, as well as into the complexity of the transcriptional response to adrenergic signaling in mature adipocytes. A better understanding of the pathways influencing the development and phenotypic transformation of Type nine adipocytes could ultimately lead to strategies to increase energy expenditure and protect against diet-induced obesity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent sample (*M. musculus)*	*Il10ra^flox^*	Jackson Laboratory	Stock No. 028146 RRID:MGI:189797	PMID: 22711892
Genetic reagent sample (*M. musculus)*	C57BL/6J	Jackson Laboratory	Stock No. 000664	
Genetic reagent sample (*M. musculus)*	C57BL/6J SCID	Jackson Laboratory	Stock No. 001913 RRID:MGI:14443	PMID: 8339285
Genetic reagent sample (*M. musculus)*	Adipoq-Cre	Jackson Laboratory	Stock No. 010803 RRID:MGI:168971	PMID: 21356515
Chemical compound	β3-adrenergic receptor agonist (CL 316, 243; CL)	Sigma	C5976	1 mg/kg/day
Chemical compound	Collagenase II	Worthington Biochemical	LS004176	3 mg/ml
Chemical compound	Collagenase D	Sigma	11088882001	9.8 mg/ml
Commercial kit	EvaGreen droplet generation oil	BIO-RAD	1864005	
Commercial kit	ChemGenes barcoded microparticles	ChemGenes	N/A	
Commercial kit	FlowJEM aquapel-treated microfluidic device	FlowJEM	N/A	
Commercial kit	Nextera DNA Library Preparation kit	Illumina	2001874	
Commercial kit	Minute nuclei and cytosol isolation kit for Adipose	Invent Biotech	AN-029	
Commercial kit	40 μm cell strainer	Bel-Art FlowMI	H13680-0040	
Commercial kit	Single Cell 3’ Chip	10X Genomics	1000127	
Commercial kit	Chromium Single Cell 3’ library and Cell Bead kit	10X Genomics	1000128	
Commercial kit	TruSeq Stranded Total RNA Library Prep Kit	Illumina	RS-122–2102	
Commercial kit	RNAscope Multiplex Flurorescent Reagent kit v2	Advanced Cell Diagnostics	323316	
Commercial kit	Opal 520	Akoya Biosciences	FP1487001KT	1:1000
Commercial kit	Opal 570	Akoya Biosciences	FP1488001KT	1:1000
Commercial kit	Opal 620	Akoya Biosciences	FP1495001KT	1:1000
Commercial kit	mm-Adrb3	Advanced Cell Diagnostics	495521	
Commercial kit	mm-UCP1	Advanced Cell Diagnostics	455411	
Commercial kit	mm-Ppargc1b	Advanced Cell Diagnostics	402131	
Commercial kit	TRIzol	Thermo Fischer	15596026	
Commercial kit	iScript cDNA synthesis kit	Bio-Rad	1708890	
Commercial kit	SYBER Green Master mix	Diagenode	DMSG-2X-A300	
Commercial kit	RIPA Lysis buffer	Boston Bioproducts	BP-115	
Antibody	IL10Rα	R and D System	AF-474-SP	
Antibody	α-Tubulin	Calbiochem	CP06 RRID:AB_2617116	
Antibody	Actin	Sigma	A2066 RRID:AB_476693	
Software	Drop-seq tools version 1.13	https://github.com/broadinstitute/Drop-seq		
Software	dropSeqPipe	https://github.com/darneson/dropSeqPipeDropEST		
Software	Mouse Genome Allignment mm10	STAR-2.5.0c		https://github.com/ alexdobin/STAR
Software	Seurat R package version 3.0.0.9000	https://github.com/satijalab/seurat		
Software	Cell Ranger V3.0.2	10X Genomics		
Other	Prolong Diamond Antifade Mountant with DAPI	Thermo Fischer	P36966	
Other	HFD; 60% kcal fat	Research Diets	D12492	

### Animal studies

Breeding pairs of *Il10RaF/F*mice (#028146), Adiponectin CRE (#010803), C57BL/6 SCID (#001913) and C57BL/6 WT controls (#000664) were acquired from Jackson Laboratory and maintained in a pathogen-free barrier-protected environment (12:12 hr light/dark cycle, 22–24°C) at the UCLA animal facility. Experimental mice were sacrificed at ages mentioned in figure legends for gene expression analysis. For the time course cold exposure experiment, WT mice at 8–10 weeks of age were singly housed at 4°C room in a non-bedded cage without food and water for first 6 hr; thereafter food, water, and one cotton square were added. For the 24 hr harvest, 3 hr before harvest, food, water, and cotton square were removed and then mice were harvested. For the 48 hr and 4 day cold exposure, cages were changed daily with new cotton squares and 3 hr before the time of harvest, the food, water, and cotton square were removed. For β-adrenergic stimulation experiments, mice were intraperitoneally injected with β3-adrenergic agonist (CL 316,243; CL, at 1 mg/kg/day for 4 days) or saline. For the diet study, 10-week-old *Il10ra^F/F^* and AdIL10RαKO mice were fed a 60% high-fat diet (Research Diets) for the indicated times. Mouse weights were measured every week and food was replaced weekly. At the end of the experiment, iWATs were resected for gene expression analysis. Indirect calorimetry was performed using a Columbus Instruments Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments). Animals were placed individually in chambers for three consecutive days at ambient temperature (26.5°C) with 12 hr light/dark cycles. Animals had free access to food and water. Respiratory measurements were made in 20 min intervals after initial 7–9 hr acclimation period. Energy expenditure was calculated from VO2 and RER using the Lusk equation, EE in Kcal/hr = (3.815 + 1.232 X RER) X VO2 in ml/min. CLAMS data were analyzed by CALR web-based software (Mina et al., 2018). Animal experiments were conducted in accordance with the UCLA Institutional Animal Care and Research Advisory Committee.

### RNA-Seq

Total RNA was prepared as described (Tong et al., 2016). Strand-specific libraries were generated from 500 ng total RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina). cDNA libraries were single-end sequenced (50 bp) on an Illumina HiSeq 2000 or 4000. Reads were aligned to the mouse genome (NCBI37/mm9) with TopHat v1.3.3 and allowed one alignment with up to two mismatches per read. mRNA RPKM values were calculated using Seqmonk’s mRNA quantitation pipeline. A gene was included in the analysis if it met all the following criteria: the maximum RPKM reached four at any time point, the gene length was >200 bp, and for in-vitro studies was induced at least 3-fold from Day 0 samples, and the expression was significantly different from the basal (p<0.01) as determined by the DESeq2 package in R Bioconductor. P-values were adjusted using the Benjamini-Hochberg procedure of multiple hypothesis testing (Benjamini and Hochberg, 1995).

### scRNA-Seq of adipose stromal vascular fraction (SVF) population

#### Single cell isolation from SVF

 Inguinal white adipose tissue (iWAT) from mice treated with saline or CL were dissected and placed on sterile 6-well tissue culture plate with ice-cold 1X DPBS. Fat pads were blotted on a napkin to removed excess liquid. Tissues were cut and minced with scissors and placed in 15 ml conical tubes containing digestion buffer (2 ml DPBS and Collagenase II at 3 mg/ml; Worthington Biochemical, Lakewood, NJ, USA) and incubated at 37°C for 40 min with gentle shaking at 100 rpm. Following tissue digestion 8 ml of resuspension media (DMEM/F12 with glutamax supplemented with 15%FBS and 1% pen/strep; Thermo Scientific, CA) was added to stop enzyme activity. The digestion mixture was passed through 100 μm cell strainer and centrifuged at 150 x g for 8 min at room temperature. The pellet was resuspended and incubated in RBC lysis buffer (Thermo Scientific, CA) for 3 min at room temperature to remove red blood cells followed by centrifugation at 150 x g for 8 min. The pellet was resuspened in resuspension media and spun down again at 150 x g for 8 min. Finally, the cell pellet was resuspended in 1 ml of 0.01% BSA (in DPBS). This final cell suspension solution was passed through a 40 μm cell strainer (Fisher Scientific, Hampton, NH, USA) to discard debris and cell number was counted for Drop-Seq application.

### Drop-seq single cell barcoding and library preparation

The Drop-seq protocol from Macosko et al. and version 3.1 of the online Drop-seq protocol [http://mccarrolllab.com/download/905/] was followed with minor modifications to generate STAMPs (single-cell transcriptomes attached to microparticles) and cDNA libraries (Macosko et al., 2015). Briefly, to create oil droplets with barcoded cells, single cell suspensions (100 cells/μl), EvaGreen droplet generation oil (BIO-RAD, Hercules, CA, USA), and ChemGenes barcoded microparticles (ChemGenes, Wilmington, MA, USA) were co-flowed through a FlowJEM aquapel-treated microfluidic device (FlowJEM, Toronto, Canada) at the recommended flow speeds (oil: 15,000 μl/hr, cells: 4000 μl/hr, and beads 4000 μl/hr). After STAMP generation, oil droplets were broken, and cDNA synthesis was performed. To obtain enough cDNA for library preparations the Drop-seq protocol was followed with the following modifications. For the PCR step, 4000 beads were used per tube, the number of cycles was changed to 4 + 11 and multiple PCR tubes were pooled. cDNA library concentration and quality were assessed using the Agilent TapeStation system (Agilent, Santa Clara, CA, USA). The samples were then tagmented using the Nextera DNA Library Preparation kit (Illumina, San Diego, CA, USA) and multiplex indices were added. After another round of PCR, the samples were assessed on a Tapestation high sensitivity DNA screentape (Agilent, Santa Clara, CA, USA) for library quality before sequencing.

### Illumina high-throughput sequencing of Drop-seq libraries

Molar concentrations of the Drop-seq libraries were quantified using the Qubit Fluorometric Quantitation system (ThermoFisher, Canoga Park, CA, USA) and library fragment lengths were estimated using a Tapestation high sensitivity DNA screentape (Agilent, Santa Clara, CA, USA). Samples were normalized by concentration and then pooled appropriately. Pooled libraries were then sequenced on an Illumina HiSeq 4000 (Illumina, San Diego, CA, USA) instrument using the Drop-seq custom read 1B primer (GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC) (IDT, Coralville, IA, USA) and PE100 reads were generated. Read 1 consists of the 12 bp cell barcode, followed by the 8 bp UMI, and the last 80 bp on the read are not used. Read two contains the single cell transcripts.

### Drop-seq data pre-processing and quality control

Demultiplexed fastq files generated from Drop-seq were processed to digital expression gene matrices (DGEs) using Drop-seq tools version 1.13 (https://github.com/broadinstitute/Drop-seq) and dropEst (Petukhov et al., 2018). The workflow is available as modified version of the snakemake-based dropSeqPipe (https://github.com/Hoohm/dropSeqPipe) workflow and is available on github (Arneson, 2019; copy archived at https://github.com/elifesciences-publications/dropSeqPipeDropEST). Briefly, fastq files were converted to BAM format and cell and molecular barcodes were tagged. Reads corresponding to low quality barcodes were removed and any occurrence of the SMART adapter sequence or polyA tails found in the reads was trimmed. These cleaned reads were converted back to fastq format to be aligned to the mouse reference genome mm10 using STAR-2.5.0c. After the reads were aligned, the reads which overlapped with exons, introns, and intergenic regions were tagged using a RefFlat annotation file of mm10. To make use of reads aligning to intronic regions, which are not considered in Drop-seq tools v1.13, we used dropEst to construct digital gene expression matrices from the tagged, aligned reads where each row in the matrix is the read count of a gene and each column is a unique single cell. The count values for each cell were normalized by the total number of UMIs in that cell and then multiplied by 10,000 and log transformed. Single cells were identified from background ambient mRNA using thresholds of at least 700 transcripts and a maximum mitochondrial fraction of 10%.

### Identification of cell clusters

The Seurat R package version 3.0.0.9000 (https://github.com/satijalab/seurat) was used to project all sequenced cells onto two dimensions using t-SNE and Louvain (Blondel et al., 2008; van der Maaten and Hinton, 2008) clustering was used to assign clusters. The optimal number of PCs used for t-SNE/UMAP dimensionality reduction and Louvain clustering was determined using the Jackstraw permutation approach and a grid-search of the parameters. Similarly, the density used to assign clusters was identified using a parameter grid search.

### Identification of marker genes of individual cell clusters

We defined cell cluster specific marker genes from our Drop-seq dataset using the FindConservedMarkers function in Seurat across all the samples. Briefly, a Wilcoxon Rank Sum Test is run within each sample and a meta p-value across all samples is computed to assess the significance of each gene as a marker for a cluster. Within each sample, the cells are split into two groups: single cells from the cell type of interest and all other single cells. To be considered in the analysis, the gene had to be expressed in at least 10% of the single cells form one of the groups and there had to be at least a 0.25 log fold change in gene expression between the groups. This process was conducted within each sample separately, and then a meta p-value was assessed from the p-values across all samples. Multiple testing was corrected using the Benjamini-Hochberg method on the meta p-values and genes with an FDR < 0.05 were defined as cell type specific marker genes.

### Resolving cell identities of the cell clusters

 We used two methods to resolve the identities of the cell clusters. First, we used known cell-type specific markers curated from literature, single cell atlases, previous studies in the SVF and PBMCs, and from Immgen (immgen.org) to find distinct expression patterns in the cell clusters (Burl et al., 2018; Chen et al., 2018; Han et al., 2018; Hepler et al., 2018; Tabula Muris Consortium et al., 2018; Stoeckius et al., 2017; Zhang et al., 2019). A cluster showing unique expression of a known marker gene can be used to identify that cell type. To consider more than a single gene, we evaluated the overlap between known cell type marker genes with the marker genes identified in our cell clusters using FindConservedMarkers. Significant overlap was assessed using a Fisher’s exact test with Bonferroni correction for multiple testing. The two methods showed consistency in cell identity determination. The GEO accession number for the sequencing data is GSE133486.

### Single nuclei adipocyte RNA-Sequencing (SNAP-Seq)

#### Adipocyte nuclei isolation from iWAT

200–400 mg of inguinal white adipose tissues (iWAT) from mice exposed to conditions mentioned in the text were placed on sterile 6-well tissue culture plate with ice-cold 1XPBS. Fat pads were blotted on a napkin to removed excess liquid. Tissues were cut and minced with scissors and were placed in 15 ml conical tubes containing digestion buffer (DPBS and Collagenase D at 9.8 mg/ml; Sigma, MO) at incubated at 37°C for 45 mins with gentle shaking at 100 rpm. 10 ml of resuspension media (DMEM/F12 with glutamax supplemented with 15% FBS and 1% pen/strep; Thermo Scientific, CA) was added to digested solution and slowly inverted five times. The digestion mixture was centrifuged at 200 x g for 5 mins at RT. Floating adipocytes were collected using P1000 pipet with half cut P1000 tip. Adipocytes were transferred to a new 15 ml tube and kept on ice for five mins. Excess liquid was aspirated using 1 ml syringe and adipocytes were then washed with 1 ml DPBS and the suspension was spun down at 200 g for 5 mins at RT. Spun down liquid was aspirated using 1 ml syringe and adipocyte nuclei were isolated using Minute nuclei and cytosol isolation kit for adipose tissue using manufacture’s instruction (Invent Biotechnologies, MN) with modifications. Briefly, adipocytes were slowly resuspended in 600 μl nuclei lysis buffer (N/C Buffer) and lysate was transferred to a filter cartridge with collection tube and incubated at −20°C freezer for 20 min with cap open. After incubation, the tube was centrifuged at 2000 rpm for 2 min at 4°C. The filter cartridge was discarded without agitation and the collection tube was immediately centrifuged at 4000 rpm for 4 min at 4°C. Supernatant was gently removed using P200 pipet without touching the side walls. Nuclei were resuspended in 30 ul of nuclei resuspension buffer (DPBS+0.1%BSA) per 200–400 mg of iWAT (i.e. one 8–10 week chow fed mouse). For SNAP-seq, 2–3 mice were combined and 60 μl of nuclei suspension was transferred to a new 2 ml tube and resuspended with 500–700 μl of nuclei resuspension buffer and filtered using 40 μm cell strainer (Flowmi Cell Strainer, Belart, NJ) twice to get clean single nuclei suspension. As shown in Figure 3A, for quality control, nuclei were first DAPI stained and then filtered or FACS sorted to get single nuclei suspension. After microfluidic partitioning in 10xGenomics platform (see below), nuclei lysis was checked by observing oil emulsion under fluorescent microscope for DAPI diffusion.

#### Adipocyte single nuclei barcoding and library preparation

Approximately 10,000 nuclei were loaded onto Single Cell 3’ Chip (10xGenomics, CA) per channel with an expected recovery to 4000–7000 nuclei. The Chip was placed on a 10XGenomics Instrument to generate single nuclei gel beads in emulsion (GEMs). For optimal nuclei lysis, GEMs were incubated on ice for 50 mins. After incubation, single nuclei RNA-Seq libraries were prepared using Chromium Single Cell 3’ Library and Cell Bead Kit) according to manufacturer’s instruction.

#### Illumina high-throughput sequencing libraries

The 10X genomics library molar concentration was quantified by Qubit Fluorometric Quantitation (ThermoFisher, Canoga Park, CA, USA) and library fragment length was estimated using a TapeStation (Aligent, Santa Clara, CA, USA). Sequencing was performed on an Illumina HiSeq 4000 (Illumina, San Diego, CA, USA) instrument with PE100 reads and an 8 bp index read to multiplexing. With the version three chemistry, the first 26 bp of Read 1 consist of the cell barcode and the UMI, and the last 74 bp on the read are not used. Read two contains the single cell transcripts.

#### SNAP-Seq data pre-processing and quality control-

Digital gene expression matrices (DGEs) in sparse matrix representation we obtained using 10x Genomics’ Cell Ranger v3.0.2 software suite. Briefly,. bcl files obtained from the UCLA Broad Stem Cell Research Center sequencing core were demultiplexed and converted to fastq files using the mkfastq function in Cell Ranger which wraps Illumina’s bcl2fastq v2.19.1.403. The counts function in Cell Ranger was used to generate DGEs from the fastq files. Briefly, the resulting fastq files are aligned to a 10x supplied mm10 reference genome (mm10-3.0.0) using STAR and reads are identified as either exonic, intronic, or intergenic using the supplied 10x Genomics GTF file. To determine cell barcodes, the counts function in Cell Ranger implements an algorithm based on EmptyDrops (Lun et al., 2019). Only reads which align to exonic regions were used in the resulting DGE. The count values for each cell were normalized by the total number of UMIs in that cell and then multiplied by 10,000 and log transformed. Single cells were identified from background ambient mRNA using thresholds of at least 200 genes and a maximum mitochondrial fraction of 10%.

#### Identification of adipocyte clusters

The Seurat R package version 3.0.0.9000 (https://github.com/satijalab/seurat) was used to project all sequenced cells onto two dimensions using t-SNE/UMAP and Louvain clustering was used to assign clusters. The optimal number of PCs used for t-SNE dimensionality reduction and Louvain clustering were determined using the Jackstraw permutation approach and a grid-search of the parameters. Similarly, the density used to assign clusters was identified using a parameter grid search.

#### Identification of marker genes of individual adipocyte clusters

We defined cell cluster specific marker genes from our 10x Genomics dataset using the FindConservedMarkers function in Seurat across all the samples. Briefly, a Wilcoxon Rank Sum Test is run within each sample and a meta p-value across all samples is computed to assess the significance of each gene as a marker for a particular cluster. Within each sample, the cells are split into two groups: single cells from the cell type of interest and all other single cells. To be considered in the analysis, the gene had to be expressed in at least 10% of the single cells form one of the groups and there had to be at least a 0.25 log fold change in gene expression between the groups. This process was conducted within each sample separately, and then a meta p-value was assessed from the p-values across all samples. Multiple testing was corrected using the Benjamini-Hochberg method on the meta p-values and genes with an FDR < 0.05 were defined as cell type specific marker genes.

#### Resolving cell identities of the cell clusters

Two methods were used to aid in resolving the identities of the cell type clusters. First, KEGG, Reactome, BIOCARTA, GO Biological Processes, and Hallmark gene sets were obtained from MSigDB. To identify pathways which had significant enrichment of our cell type marker genes, we used a hypergeometric test, followed by multiple testing correction with the Benjamini–Hochberg method. We also adapted the method proposed by Zywitza et al. (2018) to get a single cell level score for each pathway. Briefly, the expression of each gene was linearly transformed to (0,1) and the average gene expression of all genes for each gene set was computed to represent the score for that gene set. We then identified the top scoring gene sets which were representative of each cell type. The GEO accession number for the sequencing data is GSE133486.

### RNAScope fluorescence in situ hybridization (FISH)

Inguinal white adipose tissue (iWAT) from CL-treated WT mice (Jackson Laboratory, #000664) was fixed in 10% formalin overnight, embedded with paraffin, and sectioned into unstained, 5-μm-thick sections. Sections were baked at 60°C for 1 hr, deparaffinized, and baked again at 60°C for another hour prior to pre-treatment. The standard pre-treatment protocol was followed for all sectioned tissues. In situ hybridization was performed according to manufacturers’ instructions using the RNAscope Multiplex Fluorescent Reagent Kit v2 (#323136, Advanced Cell Diagnostics [ACD], Newark, CA). Opal fluorophore reagent packs (Akoya Biosciences, Menlo Park, CA) for Opal 520 (FP1487001KT), Opal 570 (FP1488001KT), and Opal 620 (FP1495001KT) were used at a 1:1000 dilution in TSA buffer provided in the RNAscope Multiplex Fluorescent Reagent Kit v2. Probes targeting mm-Adrb3 (#495521, ACD) in channel 1, mm-Ucp1 (#455411-C2, ACD) in channel 2, and mm-Ppargc1b (#402131-C4, ACD) in channel four were used. Slides were mounted with ProLong Diamond Antifade Mountant with DAPI (P36966, Life Technologies). Fluorescent signals were captured with the 40x objective lens on a laser scanning confocal microscope (LSM880; Zeiss).

### Real time qPCR

Total RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed with the iScript cDNA synthesis kit (Biorad). cDNA was quantified by real-time PCR using SYBR Green Master Mix (Diagenode) on a QuantStudio six instrument (Themo Scientific, CA). Gene expression levels were determined by using a standard curve. Each gene was normalized to the housekeeping gene 36B4 and was analyzed in duplicate. Primers used for real-time PCR are in Supplementary file 2.

### Western blotting

Whole cell lysate or tissue lysate was extracted using RIPA lysis buffer (Boston Bioproducts) supplemented with complete protease inhibitor cocktail (Roche). Proteins were diluted in Nupage loading dye (Invitrogen), heated at 95°C for 5 min, and run on 4–12% NuPAGE Bis-Tris Gel (Invitrogen). Proteins were transferred to hybond ECL membrane (GE Healthcare) and blotted with IL10Rα (AF-474-SP, R and D Systems), αTubulin (CP06, Calbiochem), Actin (A2066, Sigma-Aldrich).

### Cellular and mitochondrial respiration

Mitochondria were isolated from fresh tissues and immediately used in a XF24 analyzer as previously described (Rogers et al., 2011). Briefly, mitochondria were isolated in MSHE+BSA buffer using a 800 g/8000 g dual centrifugation method and resuspended in MAS buffer. Protein concentration was determined using a Bradford Assay reagent (Bio-Rad) and 20 µg of protein were seeded per well by centrifugation. Coupling and electron flow assays were performed as described (Rogers et al., 2011). For the coupling assay, basal oxygen consumption rate (OCR) was measured in the presence of 10 mM succinate and 2 µM rotenone, and after sequential addition of 4 mM ADP (Complex V substrate), 2.5 µg/ml oligomycin (Complex V inhibitor), 4 µM FCCP (mitochondrial uncoupler) and 4 µM antimycin A (Complex III inhibitor). For electron flow assays, basal OCR was measured in presence of 10 mM pyruvate (Complex I substrate), 2 mM malate and 4 µM FCCP, and after sequential addition of 2 µM rotenone (Complex I inhibitor), 10 mM succinate (Complex II substrate), 4 µM antimycin A (Complex III inhibitor) and 1 mM TMPD containing 10 mM ascorbate (Complex IV substrate).

### Statistics

All data are presented as mean ± SEM and analyzed using Microsoft Excel and Prism (Graphpad). Student’s t test with Welch’s correction was used for single variable comparison between two groups. One-way ANOVA followed by Dunnett post hoc test was used for multiple comparisons versus the control group. Two-way ANOVA followed by Bonferroni posttests was used to examine interactions between multiple variables. Statistical significance for CLAMS study was determined by multiple regression analysis (ANCOVA). p<0.05 was considered to be statistically significant and is presented as *p<0.05, **p<0.01, ***p<0.001, or ****p<0.0001.

## Data Availability

Sequencing data have been deposited to GEO (GSE133486). The following dataset was generated: TontonozPRajbhandariPArnesonD2019Single cell sequencing of stromal vascular fraction (SVF) under B3-adrenergic agonist stimulation and mature adipocytes under cold exposure and B3-adrenergic agonist stimulationNCBI Gene Expression OmnibusGSE133486

## Additional files

Supplementary file 1. Top enriched pathways among DEGs of major cell types (FDR < 5%).

Supplementary file 2. QPCR primers used in this study.

Transparent reporting form

# Supplementary material for: Single cell analysis reveals immune cell–adipocyte crosstalk regulating the transcription of thermogenic adipocytes
**Source:** eLife. 2019 Oct 23;8:e49501. doi: 10.7554/eLife.49501
**Supplement:** Supplementary file 2.

**TABLE S2. QPCR PRIMERS USED IN THE STUDY**

| **PRIMER** | **FORWARD** | **REVERSE** |
| --- | --- | --- |
| UCP1 | GGCCTCTACGACTCAGTCCA | TAAGCCGGCTGAGATCTTGT |
| CIDEA | AGCCACCAACATCACCAAT | CGACTTGACCCGACCTTG |
| ADRB3 | TCTTGGGGCAACCAGTCAAG | CACCGCTCAACAGGTTTGATG |
| ELOVL3 | TCCGCGTTCTCATGTAGGTCT | GGACCTGATGCAACCCTATGA |
| COX8B | GAACCATGAAGCCAACGACT | GCGAAGTTCACAGTGGTTCC |
| PRDM16 | GCCATGTGTCAGATCAACGA | CCTTCTTTCACATGCACCAA |
| OTOP1 | GACAACCCGATGTCTGGACT | GCCAAAGCAAATTTCCTCCA |
| SLC27A2 | GCGTGCCTCAACTACAACATT | CCTCCTCCACAGCTTCTTGT |
| ELOVL6 | CAGCAAAGCACCCGAACTA | AGGAGCACAGTGATGTGGTG |
| EPHX1 | TCCCTCAATTCCTGGCTATG | GGCCACCGAATTTAAACCTT |
| ADIPOQ | CCGGAACCCCTGGCAG | CTGAACGCTGAGCGATACACA |
| FABP4 | TTCGATGAAATGACCGCAGA | GGTCGACTTTCCATCCCACTT |
| PLIN1 | CCATCTCTACCCGCCTTCG | CTTGTCAGAGGTGCTTGCAATG |
| AQP7 | CTGGATGAGGCATTCGTGACT | TGATGGCGAAGAGACACAGC |
| TLE3 | AGTCTCGCCTCCATTCCTG | CATCTGCCCATCAGCACTC |
| PPARγ | AACTCTGGGAGATTCTCCTGTTGA | TGGTAATTTCTTGTGAAGTGCTCATA |
| DIO2 | CAGTGTGGTGCACGTCTCCAATC | TGAACCAAAGTTGACCACCAG |
| TLE3 | TGGTGAGCTTTGGAGCTGTT | CGGTTTCCCTCCAGGAAT |
| EVA1 | GTC CCA ACC AGA CCA TCA AC | CTC CAT CTT GCT CTG GAA GC |
| EAR2 | CCTGTAACCCCAGAACTCCA | CAGATGAGCAAAGGTGCAAA |
| PM20D1 | TGGAGAATATATCCGCAAAGC | GCCACGACTTCATGTTGGA |
| PPARGC1α | GAAAAGGCCAAACAGAGAGA | GTAAATCACACGGCGCTCTT |
| 36B4 | AGATGCAGCAGATCCGCAT | GTTCTTGCCCATCAGCACC |

How the deposited data were processed for this re-analysis (not part of the article)

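Nuclei of the floating adipocyte fraction of mouse iWAT were profiled by SNAP-seq in 10 libraries, 1 from floxed control and 1 from AdIL10Rα KO mice at RT, at 24 hr, 48 hr and 4 days of cold (4 °C) and after 4 days of CL (1 mg/kg/day). Each library combined 2 or 3 mice of 10 weeks. Cells of the iWAT SVF were profiled by Drop-seq in 6 samples, 3 from saline-treated and 3 from CL-treated mice. The other experiments of the paper, among them RNA-seq of whole tissue, were not reanalyzed.

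The values are raw UMI counts per gene and cell, as deposited by the authors, with 1 cluster number or cell type name per cell. For nuclei the authors aligned reads to mm10 with Cell Ranger, counted exonic reads, called cells against empty droplets and kept nuclei with at least 200 genes and at most 10% mitochondrial UMIs. For the SVF they aligned reads to mm10 with STAR 2.5.0c and counted exonic and intronic reads with Drop-seq tools and dropEst. They clustered both data sets with Seurat on counts normalized per cell and log transformed. The deposited counts were checked to be whole numbers without that normalization. All 52773 nuclei and 36661 SVF cells have at least 200 genes and at most 10% mitochondrial UMIs. For the SVF the methods state a minimum of 700 transcripts per cell, while 16557 of the deposited cells hold at least 700 UMIs and the lowest count is 217. All annotated cells were used, and the clusters were taken as the authors gave them.

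Library totals ranged from 2120832 to 8736802 UMIs for nuclei (median 4770133.5), from 5335461 to 6861643 for saline SVF samples and from 4060884 to 5072444 for CL samples. Median genes per nucleus ranged from 321 to 477, and mitochondrial UMIs made up 0.442% to 3.23% of a library. Depth per cell is low, so counts were summed over the cells of a cluster in each library before any test. Intervals on shares of cells are exact binomial (Clopper-Pearson) intervals and intervals on summed counts are exact Poisson intervals, at a level of 95%. Where a group had 0 UMIs, folds are lower bounds against 3 counts over the group.

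Sums were normalized by TMM, filtered with filterByExpr and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Standard errors of log2 fold changes were taken from the F statistic. Libraries with fewer than 10 cells in a cluster were left out of its marker test. A marker had a natural log fold change of at least 0.25 and a UMI in at least 10% of cells of the cluster or of the rest. Treatments were compared with RT, and the genotypes with each other, in 1 model with terms for genotype and treatment, and CL with saline in the SVF without a block. Numbers of cells per cluster were tested with edgeR's quasi-likelihood test without a trend, beside an exact permutation test. Marker overlaps were tested with Fisher's exact test, one-sided, with Bonferroni adjustment over 442 pairs. The numbers of the SVF samples were checked as a pairing of saline and CL mice. Samples with the same number correlated in their shares of cells (0.705, 0.197 and 0.374, against -0.782 to 0.520 for other pairs) but not throughout in their genes. The main tests of genes and shares use no block, as set before the data were examined, and the block is among the alternatives.

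Before the files were opened, 43 gene lists were written, 23 of cell types and 20 of programs, and tested as counts of called genes, as counts adjusted over the list alone, and with fry of limma 3.58.1. Genes named in the text are those that the paper names, up to 12 rises and 12 falls per comparison with the largest change among called genes with an average log2 CPM of at least 4 that moved the same way in every pair, up to 5 markers per cluster and up to 4 members per list, those with the smallest adjusted p. In the SVF, named genes also had groups that did not overlap. Predicted genes were counted but not named unless the paper names them. Sex-linked genes were not interpreted. Genes of the interaction test and genes given as examples outside this rule were chosen after their values were seen.

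Alternatives to the main settings were DESeq2 1.42.0 as test, its size factors, no filter on low counts, cells at or above the median UMI count of their library, cells without the 5% of highest UMI count (in place of a doublet caller), sums without mitochondrial transcripts, no treatment block, a replicate block in the SVF, other denominators for shares, each library left out in turn, and other fold or p thresholds for markers. SVF cells with at least 700 UMIs, and the data without both 24 hr libraries, both RT libraries or both samples numbered 1, were added after the data were examined. The test of differences between clusters 9 and 4, the gene tests in clusters other than 9 and the values of Figure 5D per treatment were also added then. The other alternatives, tests and gene lists were set before the data were examined. SVF classes were compared between conditions only where no cluster of the class had more markers of another class than of its own among its top 10 genes. Macrophages failed this check. T cells failed it as first run, because Tcell2 had 4 genes of the regulatory T cell list and 0 of the T cell list. The regulatory list was then counted as T cell genes, a choice made after this result was seen, with which T cells passed. Values of T cells as 1 class rest on that choice.

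The tests were tried on counts simulated from the libraries with 200 changed genes. At a 4-fold change they recovered 100% of changed genes for cluster 9 markers and for genotype, 93.7% for CL against RT, 17.5% for 24 hr against RT and 92.3% for SVF T cells. Of all calls, 12 of 153 were false for markers (7.84%), 2 of 132 for genotype (1.52%), 8 of 96 for CL against RT (8.33%), 4 of 17 for 24 hr against RT (23.5%), 5 of 85 for SVF B cells (5.88%) and 8 of 85 for SVF T cells (9.41%), above the nominal 5% in 5 of 6. The test on shares recovered 30.5% of 2-fold and 99% of 4-fold changes in the number of cluster 9 nuclei by genotype. For the number of SVF B cells it recovered 1.5% of 2-fold and 15.5% of 4-fold changes. The other clusters were left unchanged in both, so the shares themselves changed by less than these folds. Without a change the test made 0 of 200 calls in each. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.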

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

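The test of a difference between clusters, the test of a difference shared with the other nuclei and the test of depth were chosen only after the results they concern were seen, as were the use of exchanges within treatments in place of all splits and of the spread of the 21 genes in the test of free RNA.

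The response to CL differed between adipocyte nuclei and the endothelial-like nuclei of cluster 4. In a test of the difference itself, an interaction term over both clusters and all 10 libraries, 1179 of 11260 genes had a CL effect that differed between clusters 9 and 4, 578 with a more positive and 601 with a more negative change in cluster 9. Gas6 fell by 5.26 more on the log2 scale in cluster 9 than in cluster 4, Nfkbiz by 3.21 and Plod2 by 4.60, while Col15a1 rose by 2.98 more. Leaving out 1 library gave between 321 and 1323 genes. At 24 hr, 48 hr and 4 days of cold, 336, 416 and 565 genes differed. For genotype, 0 of 11260 genes had an effect that differed between the clusters by edgeR, with 418 at an unadjusted p under 0.05. The test was not tried on simulated counts, so these missing calls do not show effects of equal size in both clusters. DESeq2 was not run for this test.

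Immediate early genes, which the paper does not discuss, fell in cluster 9 under CL, with 33 of 39 lower than at RT (33 when adjusted over the list alone, median log2 fold change -1.62), and with 25, 21 and 28 lower at 24 hr, 48 hr and 4 days of cold (33, 24 and 30 over the list alone). Without the KO library at 24 hr, 14 were lower at that time. All of these comparisons share the same RT libraries as reference, so a high level in those alone would give each of the falls. Immediate early genes also respond to handling and dissociation of tissue, and the labels give no batch by which this was testable.

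Clusters 8, 12 and 14, which were led by mammary epithelial lists, held 3.55% of all nuclei (1876). The paper describes its clusters as adipocytes and leaves open that 12 and 14 contain immune cells.

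Zfp949 was 1.76 higher in KO mice on the log2 scale in cluster 9. It lies on chromosome 9 of GRCm38 from 88548020 to 88571061, the chromosome of Il10ra (45253837 to 45269149). The paper's controls were floxed mice without Cre, so both genotypes carry the floxed Il10ra. Zfp949 was also higher in KO mice in each of the 8 other clusters tested, by 1.41 in cluster 3 to 2.84 in cluster 10. It was past the adjusted threshold in cluster 6 (2.43, adjusted p = 2e-05 by edgeR). No explanation was tested for this gene.

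The first pattern weighed is the set of 26 genes higher and 11 lower in KO mice in cluster 9. The 16 exchanges of genotype within treatments are too few for a share under 0.05, with 37 genes called in the real one (1 of 16) and at most 27 in another. Splits of the 10 libraries that ignore the treatments break the pairs on which the fit blocks, so they were set aside as a test of chance, although planned. In them the real one was also the largest (1 of 100, with at most 27 genes in another). A difference in depth stays open for the 37 genes. The test of depth covers the immediate early list and splits the pairs by summed UMIs, not by depth per nucleus. With nuclei at or above the median UMI count of their library, 4 of the 37 stayed called. For the list, a difference in summed UMIs is argued against. The list was higher in KO mice both in the 2 pairs where the KO library had more UMIs in cluster 9 (median 0.460) and in the 3 pairs where it had fewer (0.411). The largest median, 0.81, was at RT, and without either RT library no member of the list was called. A difference that the whole library shares stays open. In cluster 4, the same 26 genes were all above 0, with a median log2 fold change of 0.360 (95% bootstrap interval over the genes 0.31 to 0.50), against 0.73 in cluster 9. In cluster 1 the median was 0.44. The interval leaves out the spread between libraries, and 0 of these genes were called in cluster 4. The rise may therefore be one of the sample, such as its handling or the state of the whole tissue, in addition to any effect within adipocytes. For the lower genes, free RNA from other nuclei may contribute, since 7 of 11 had lower levels in cluster 9 than in the other nuclei (63.6%, against 27.3% of all genes tested, Fisher's exact test, one-sided, p = 0.0125). An effect of IL10 receptor loss in adipocytes on the surrounding cells was not tested and stays open, as does one within adipocytes.

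The second pattern is the presence of Il10 UMIs at a similar level in SVF cells of several types. Free RNA of macrophages alone is argued against, since the level of Il10 in APCs was 0.234 of that in Macro1, while for 12 macrophage genes this ratio ranged from 0.0067 to 0.036. Free RNA of all SVF cells stays open. APCs had 33.8 CPM of Il10 where 4.39 were predicted from the median of 21 B and T cell genes found in APCs, a ratio of 7.70, which passes the bound of 2 set before the data were examined. That bound left out the spread of the 21 genes, whose shares ran from 0.0357 to 1.62 with that of Il10 at 0.667 and 1 of the 21 at or above it. Free RNA, low expression in many cell types, or reads assigned to Il10 that come from elsewhere, could each contribute to this pattern, and the count tables do not separate them. No biological explanation was tested.

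The third pattern is the presence of adipocyte genes in clusters other than 9. In cluster 1 the 11 adipocyte genes stood at a median of 0.806 times their level in the macrophage-like cluster 10, and in cluster 4 at 1.62 times, while cluster 9 stood at 14.4 times. Free RNA of adipocytes may account for the level in clusters 1 and 4 as it would in cluster 10, and no biological explanation was tested.

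For the markers of cluster 9, 1 of 100 exchanges of cluster 9 and the rest within libraries (the real one) gave as many, 850 against at most 757, but the clusters were made on the same genes, so this does not test chance. For the SVF, 10 splits of 6 samples are too few for a share under 0.05. All 10 of 10 splits gave as many called genes as the real split in B cells, T cells, APCs and all SVF cells, where the real count is 0 by edgeR and the highest of the other splits was 1, 126, 3 and 1. The highest was in each case the split of saline 1, saline 3 and CL 2 from the others, and in T cells it points to a structure of the samples other than treatment.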

How the results depend on the processing

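The alternatives without both 24 hr libraries, without both RT libraries, without both SVF samples numbered 1 and with at least 700 UMIs per SVF cell were chosen only after the data were seen, as was counting regulatory T cell genes as T cell genes, on which all values of T cells as 1 class rest.

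The fall of the cluster 9 share at 24 hr against RT and its rise from 24 hr to 4 days kept their direction and their side of the threshold in all 14 alternatives each, from -2.76 to -2.23 and from 1.58 to 2.41. The share by genotype did not pass the test in any of 17 alternatives (log2 fold changes from -0.004 to 0.46, adjusted p from 0.739 to 0.990), nor did Il10 in SVF B cells in any of 14 (0.27 to 0.74, adjusted p from 0.181 to 0.990), nor the share of B cells in any of 13 (0.27 to 0.86). The number of cluster 9 markers at 24 hr, 291, stayed between 216 and 305, and that of overlapping pairs, 71, between 65 and 77.

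With a log2 fold change of at least 1, cluster 9 had 503 markers in place of 850, since the threshold is stricter, and overlapped with 3 SVF cell types in place of 0. DESeq2 called 826 genes at 48 hr (edgeR 1362), 1620 at 4 days (2631), 1764 under CL (2707) and 16 by genotype (37, with 6 shared). It called 29 genes in SVF B cells, 4 in T cells, 11 in APCs and 1 over all SVF cells, where edgeR called 0 in each. Without a filter on low counts, 342 genes were called in B cells, 373 in T cells and 246 in APCs. The replicate block of the SVF gave 1 gene in B cells and 6 over all cells.

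The count by genotype, 37, was 4 with nuclei at or above the median UMI count, 16 without the 5% of nuclei with the most UMIs, 0 without the treatment block, 12 without both 24 hr libraries and 11 without both RT libraries, which leave fewer samples. Leaving out 1 library gave between 7 (without the control library under CL) and 46.

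Leaving out 1 library also moved the counts by treatment, to between 153 and 455 at 24 hr, 554 and 1398 at 48 hr, 1434 and 2839 at 4 days, and 1451 and 2886 under CL. The lowest counts came without a library of the treatment itself, which leaves that treatment with 1 library. In the SVF, 1 left-out sample gave between 0 and 1153 genes in B cells, 0 and 1458 in T cells and 0 and 451 in APCs, each highest without saline 2. A condition left with 1 library is assumed to vary like the others.

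The lower share of cluster 9 at 48 hr than at RT (-1.72) was no longer past the threshold without cluster 4 in the denominator (-1.33, adjusted p = 0.0657 by edgeR) or without the 5% of nuclei with the most UMIs (-1.71, adjusted p = 0.0581). Leaving out 1 library gave -2.59 to -1.08, with adjusted p from 0.0119 to 0.633. The rise from 24 hr to CL (2.79) ranged from 2.55 to 3.06, with the call lost without the KO library under CL. The share of APCs (-1.21, not called) ranged from -1.67 to -0.77, with the call made without saline 1 (adjusted p = 0.0108 by edgeR) and without both samples numbered 1 (-1.42, adjusted p = 0.0411), over alternatives that ran up to 0.705.

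Of 205 single genes named in the text, 3064 alternatives gave 2815 values on the same side of the threshold, 240 with a call lost, 7 with a call made and 2 reversed. A reversal was counted only where the main or the alternative value was called. Uncalled genes that changed sign are therefore among the 2815, such as Acss2 by genotype, which ran from -0.40 to 0.53. Both reversals were Prune2 by genotype, at 0.34 without either library at 4 days, in a range of -1.93 to 0.34 over left-out libraries, since the control library at 4 days holds 167 of its UMIs in cluster 9 and no other holds more than 36. Apart from the changes set by fewer samples or a stricter threshold, the cause was not tested. The 2 libraries at 24 hr hold 59014 and 87367 UMIs in cluster 9.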

Differences from the paper's values

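The values per treatment on the scale log2 of the mean count per 10000 UMIs plus 1 were computed only after the differences were seen.

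The paper states 10,000 SVF cells per mouse, and the annotated cells number 6110 ± 874 (SD, n = 6 mice). The legend of Figure 6A gives 10,000 cells for all samples, and 36661 are annotated. All 3 alternatives for each differ as well (2759.5 to 5804.5 per mouse and 16557 to 34827 in all), among them cells with at least 700 UMIs, chosen after seeing the data.

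The paper states that total Il10 transcripts in B cells rose 3 fold, and the ratio of total UMIs was 1.86 (n = 3 mice per group). The SD given with these ratios, here 0.72, is that of the CL samples over the saline mean. It leaves out the spread of the saline samples. Of 8 alternatives set before the data were examined, 6 differ from the paper's value and 2 do not, cells at or above the median UMI count of their sample (2.2, SD 1.41) and without the sample CL 3 (2.22, SD 0.51). A difference had to exceed both the SD and a bound on the fold. The value without CL 3 lies beyond its SD from the paper's and within that bound. Cells with at least 700 UMIs, chosen after seeing the data, gave 1.37. The level of Il10 per UMI in B cells rose 1.47-fold by the fit, and all 14 alternatives, among them those added after seeing the data, differ from the paper's 3 (1.21 to 1.66). The fit took mice as replicates.

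For 6 genes in cluster 9, the volcano plot of Figure 5D shows other log2 fold changes by genotype than the fit over the 5 treatments. Comt is at about 2.0 in Fig. 5D, read by eye, and at 0.92 in the fit, Nfkbia at about 1.4 and 0.73, and Srsf2 at about 1.1 and 0.62. Acss2 is at about -1.2 in the figure and at -0.071 in the fit, Car3 at about -0.85 and -0.41, and Nrip1 at about -1.1 and -0.27. All 19 alternatives, with those added after seeing the data, differ from the figure for each of the 6 genes, with ranges of 0.28 to 1.30 for Comt, 0.30 to 0.92 for Nfkbia, 0.40 to 0.69 for Srsf2, -0.40 to 0.53 for Acss2, -0.62 to -0.25 for Car3 and -0.48 to -0.05 for Nrip1. The fit took libraries as replicates. On the scale log2 of the mean count per 10000 UMIs plus 1, chosen after seeing the values, single treatments reach the figure, Comt (1.99), Nfkbia (1.36), Srsf2 (1.06) and Car3 (-0.85) at RT, and Acss2 (-1.17) and Nrip1 (-1.05) at 4 days of cold, while all treatments together on that scale gave 0.94, 0.66, 0.60, -0.53, -0.33 and -0.36.

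In Figure 6E the values for Il10 match the deposited data on the natural log scale, at 0.157 in Bcell1, 0.789 in Bcell4, 0.158 in Cd4, 0.2 in Cd8, 0.521 in Tcell2 and 0.068 in Macro1, where the legend names log2.

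The paper describes a progressive rise of cluster 9 with cold from 24 hr to 4 days. Its text gives no share for RT, where Figure 5B prints 15.7% for control and 22.8% for KO mice, as found here, and both genotypes together were at 18.6%. The shares it gives for the cold and CL conditions match those computed here. It describes a specific rise of cluster 9 in KO mice at RT and under stimulation. The share was higher in 4 of 5 pairs, with a mean difference of 2.46 points that did not pass an exact sign permutation test (p = 0.25), and the RT pair turned without cluster 4 in the denominator and the CL pair with nuclei at or above the median UMI count.

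The paper describes rises in KO mice of genes of mitochondrial activity, use of fatty acids and thermogenesis, and 0 of 72, 0 of 23 and 0 of 25 genes of the matching lists were called by edgeR, with 0, 1 and 4 higher when adjusted over the list alone. DESeq2 called 1 thermogenic gene. Of the 14 genes that Figure 5D marks as increased all were above 0, with 6 called (Zfp36 also by DESeq2, 0.56, and without the KO library at 48 hr, 0.67), and of the 12 marked as decreased 11 were below 0, with 1 called.

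The paper presents Adrb3, Lipe, Vegfa and Pnpla2 as expressed in cluster 9 regardless of stimulus. All were detected in every library. Pnpla2 fell by 2.15 on the log2 scale under CL, and Adrb3, Lipe and Vegfa fell under some stimuli. It describes a relatively even distribution of Il10, Il10ra and Il10rb over its mature adipocyte populations. Il10ra stood at 189 CPM in cluster 10 and 2.15 in cluster 9, and Il10 at 32.1 and 0.838 CPM, while Il10rb was found in every cluster.

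The paper treats its clusters as types of mature adipocytes and marks clusters 12 and 14 for overlap with immune cells. The markers of 16 of 17 clusters overlapped with those of an SVF cell type, as did 65 of 442 pairs at a log2 fold change of at least 1 and 77 with unadjusted p-values for markers. The adipocyte list led in cluster 9 alone.

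The paper lists Insr among the genes of cluster 1, where it stood at 0.18 (adjusted p = 0.27 by edgeR), while the other 5 genes it lists were markers. It assigns blood vessel and glycolysis genes to cluster 3, where 2 of 19 and 0 of 16 were markers. It counts 4 T cell clusters, where the annotation names 5. Its enrichment tests were not repeated, because the copy of Supplementary file 1 at hand is incomplete.

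The paper states a marked rise of Il10 in T and B cells under CL. Both were higher on average, with an adjusted p of 0.397 and 0.384 by edgeR, and the rise in T cells was called without saline 2. T cells were pooled after regulatory T cell genes were counted as T cell genes, a choice made after the data were seen, and Il10 was lower under CL in Tcell3. It describes a rise of B cells and a depletion of APCs, which were 39.6% against 27.9% and 8.99% against 20.7%, with neither past the test. On simulated cell numbers the test recovered 1.5% of 2-fold changes in the number of B cells, with the other cell types unchanged. It therefore does not argue against such a rise. The fall of APCs was called without saline 1 (-1.67) and, chosen after seeing the data, without both samples numbered 1 (-1.42).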

Other observations

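The tests of genes in clusters other than 9 were chosen only after the data were seen.

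Transcripts of other programs also differed between treatments in the summed nuclei of cluster 9. Ribosomal protein genes were higher at 4 days of cold (18 of 34 higher and 1 lower, 20 and 1 when adjusted over the list alone, fry adjusted p = 8.3e-05), at 48 hr (8 higher, 12 over the list alone, fry adjusted p = 0.000685) and under CL (6 higher and 1 lower, 5 and 1 over the list alone, fry adjusted p = 0.00117). All 34 were lower in cluster 9 than in the other nuclei (34 over the list alone), so more free RNA or carried-over cytoplasm in these libraries would give a rise as well, and whether cluster 9 nuclei themselves changed was left open. Glycolysis genes were higher at 48 hr (8 of 16, 10 over the list alone), 4 days (9, 10 over the list alone) and under CL (9, 9 over the list alone). Without the control library at 48 hr 5 glycolysis genes were called at that time, as many as at 4 days without the KO library of that time. Mitochondrially encoded transcripts were higher at 24 hr (11 of 13, 13 over the list alone, fry adjusted p = 0.112) and under CL (12, 13 over the list alone, fry adjusted p = 0.0339), and at 24 hr 5 were called without the KO library of that time. They followed the whole libraries, in which they made up 0.577% and 1.12% of UMIs at RT (control and KO), 3.23% and 2.58% at 24 hr, 1.30% and 0.442% at 48 hr, 0.497% and 0.533% at 4 days and 2.12% and 2.15% under CL, and all 13 were lower in cluster 9 than in the other nuclei (13 over the list alone). Differences between preparations in carried-over cytoplasm would give the same pattern, so these counts are not read as a change of cluster 9. Lipogenesis genes went both ways, with 14 of 25 higher and 3 lower under CL (14 and 3 over the list alone), as did lipolysis genes, with 8 of 20 higher and 4 lower (8 and 5 over the list alone).

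Lists of immune response genes were lower on balance in cluster 9 at 48 hr, 4 days and under CL, with fewer calls at 24 hr in 2 of 3 lists. Of 13 interferon genes, 4, 8, 9 and 8 were lower at 24 hr, 48 hr, 4 days and under CL (9, 10, 9 and 8 over the list alone, which adds 1 higher at 48 hr, fry adjusted p = 0.0986, 0.0179, 0.0103 and 0.00864). Of 13 targets of IL10 and STAT3, 3, 6, 7 and 9 were lower (8, 7, 9 and 11 over the list alone, fry adjusted p = 0.0986, 0.0311, 0.0152 and 0.00593) and 1, 1, 1 and 0 higher (1, 1, 2 and 0 over the list alone), and by genotype 0 were called by edgeR (2 higher over the list alone). Of 4 tested genes of lymphocyte activation, 4, 2, 3 and 4 were lower at these times (4 at each over the list alone, fry adjusted p = 0.0274, 0.00562, 0.0017 and 0.00117) and 1 was higher in KO mice (3 over the list alone). Against the other nuclei, 12 of 19 interferon genes, 7 of 16 targets of IL10 and STAT3 and 7 of 10 genes of lymphocyte activation were lower in cluster 9 and 1, 2 and 2 higher (the same numbers over the list alone), and the share of the macrophage-like cluster 10 was 6.18% at RT, 7.53% at 24 hr, 7.72% at 48 hr, 2.29% at 4 days and 4.28% under CL. Less free RNA of immune cells would give falls of these lists at 4 days and under CL as well, which was not tested. Clock genes were lower under CL (9 of 15, with 3 higher), which the time of day of collection would also change and which the labels do not give.

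Adipocyte marker genes themselves fell, 8 of 11 at 4 days (9 over the list alone) and 5 under CL with 1 higher (6 and 1 over the list alone), and endothelial genes were higher in cluster 9 nuclei at 4 days (12 of 15, 13 over the list alone, fry adjusted p = 0.00389) and at 48 hr (5, 7 over the list alone, 0.0392). Under CL 2 were higher and 3 lower (2 and 5 over the list alone, 0.305), and the difference between the treatments was not tested. Of 12 tested genes of adipocyte precursors and fibroblasts, 8 fell at 4 days (8 over the list alone). Free RNA of other nuclei was not tested as a source of these changes.

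Other clusters responded to the stimuli as well. In cluster 4, 1212 of 10963 genes changed at 24 hr of cold, 673 at 48 hr, 2232 at 4 days and 1724 under CL, and in cluster 1 the numbers were 1138, 876, 1074 and 697 of 8897. In the macrophage-like cluster 10, 328 of 4420 genes changed at 24 hr and 82 under CL. By genotype, edgeR called 0 genes in clusters 1, 3, 4, 10, 12 and 14 (846 at an unadjusted p under 0.05 in cluster 4 and 626 in cluster 1) and 1 each in clusters 2 and 6. DESeq2 was not run for these clusters.

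The shares of clusters 15 and 16 rose at 4 days of cold against RT, by log2 fold changes of 3.30 (standard error 0.55, adjusted p = 0.00029 by edgeR) and 2.11 (0.53, adjusted p = 0.0082), as did that of cluster 11 (2.29, adjusted p = 0.0082), while those of clusters 3 (-1.81, adjusted p = 0.0082), 10 (-1.43, adjusted p = 0.016) and 1 (-1.33, adjusted p = 0.034) fell. The rise of cluster 11 lay in the control library (0.131% to 2.12%), while the intervals of the KO libraries (0.637% and 1.18%) overlap. At 24 hr clusters 8 (2.51, adjusted p = 0.026 by edgeR) and 16 (1.85, adjusted p = 0.026) were higher than at RT. The rise of cluster 8 lay in the control library (0.153% to 2.94%), while the intervals of the KO libraries (0.478% and 0.627%) overlap, and for cluster 16 those of the control libraries do (0.240% and 0.588%, against 0.127% and 0.836% in KO). Left-out libraries were tried for cluster 9 only.

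Within the SVF, Il10 was highest in Macro1, where 10.3% of cells in saline and 15.7% under CL had a UMI (exact permutation p = 0.1, the smallest possible here). Such shares rise with depth, and median UMIs of macrophages were 1263, 775 and 853 in saline and 1357.5, 1102.5 and 1261 under CL. Per UMI, the groups overlapped in Macro1 (log2 fold change 0.35, adjusted p = 0.66 by edgeR). Macro2 went from 79.8 to 109 CPM. In the APC cluster APC2 it went from 18.7 to 67.6 CPM (log2 fold change 1.57, adjusted p = 0.326 by edgeR). Small clusters had few called genes between CL and saline, 5 in APC4, 3 in Bcell3 and 3 in Tcell1.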
